# Time-Dependent Expression Profiles of microRNAs and mRNAs in Rat Milk Whey

**DOI:** 10.1371/journal.pone.0088843

**Published:** 2014-02-12

**Authors:** Hirohisa Izumi, Nobuyoshi Kosaka, Takashi Shimizu, Kazunori Sekine, Takahiro Ochiya, Mitsunori Takase

## Abstract

Functional RNAs, such as microRNA (miRNA) and mRNA, are present in milk, but their roles are unknown. To clarify the roles of milk RNAs, further studies using experimental animals such as rats are needed. However, it is unclear whether rat milk also contains functional RNAs and what their time dependent expression profiles are. Thus, we prepared total RNA from whey isolated from rat milk collected on days 2, 9, and 16 postpartum and analyzed using microarrays and quantitative PCR. The concentration of RNA in colostrum whey (day 2) was markedly higher than that in mature milk whey (days 9 and 16). Microarray analysis detected 161 miRNAs and 10,948 mRNA transcripts. Most of the miRNAs and mRNA transcripts were common to all tested milks. Finally, we selected some immune- and development-related miRNAs and mRNAs, and analysed them by quantitative PCR (in equal sample volumes) to determine their time-dependent changes in expression in detail. Some were significantly more highly expressed in colostrum whey than in mature milk whey, but some were expressed equally. And mRNA expression levels of some cytokines and hormones did not reflect the protein levels. It is still unknown whether RNAs in milk play biological roles in neonates. However, our data will help guide future *in vivo* studies using experimental animals such as rats.

## Introduction

Milk, the only nutritional source for newborn mammals, it contains many biologically active components, such as cytokines, growth factors, and hormones, which can modulate neonatal development [1]–[3]. In addition to these components, our group [4]–[6] and other groups [7]–[13] recently reported that human, bovine, and sow milks contain microRNAs (miRNAs), notably immune-related miRNAs. Moreover, we detected some milk protein-related and milk-derived exosome-related protein-encoding mRNAs in bovine milk using quantitative PCR (qPCR) [4]. Some of these reports also found that RNAs in milk are resistant to acidic conditions and to RNase [4], [6]. This suggests that RNAs in milk might be packaged into exosomes and/or microvesicles and may be able to function in the gastrointestinal tracts of neonates. However, it remains unclear whether RNAs in milk can function in living bodies. To clarify the roles of milk RNAs, further studies using experimental animals such as mice and rats are needed, but it is unclear whether rodent milk also contains these functional RNAs. According to previous studies [6], [12], the miRNA profiles of mature human breast milk differ between individuals, rather than according to milk collection time during the lactation period. These individual specificities might be due to genetic background/race and lifestyle/diet. Even in cows, which show less diversity than do humans, miRNA profiles are different between colostrum and mature milk [4], [7]. These differences suggest that each miRNA's role in neonates could be different at the postpartum stage. In experimental animal studies, it could be possible to minimize individual specificities and to investigate in detail using the same strain, diet, and precisely term-determined milk.

Milk consists of cells, fat, casein and whey. Several studies have reported that cells [14], the fat fraction [10], [11], [15], and whey [4]–[9], [12], [13] contain RNA. In this study, we focused on whey and examined exploratory. Whey contains many biological factors such as cytokines, hormones, immunoglobulins, exosomes and microvesicles, but there have been no comprehensive report of the milk whey mRNAs of any species, although mRNAs in human milk fat globules and bovine milk somatic cells have been investigated using microarray [10] and next-generation sequencing [14], respectively. We found that rat milk whey also contains functional RNAs and clarified the time-dependent expression changes in these functional RNAs during lactation. This paper provides basic information that will guide future studies of the roles of RNAs in milk whey.

## Materials and Methods

### Rats

All animal experiments were approved by the Institutional Animal Care and Use Committee of Morinaga Milk Industry Co., Ltd. and were performed in accordance with the Guide for the Care and Use of Laboratory Animals of Morinaga Milk Industry Co., Ltd.; with the Law Concerning the Protection and Control of Animals (Law No. 105; October 1, 1973; revised on June 22, 2005; revised Law No. 68); and with Standards Relating to the Care and Management of Laboratory Animals and Relief of Pain (Notification No. 88 of the Ministry of the Environment, Japan; April 28, 2006). Pregnant F344/N rats (14 days pregnant, 14 weeks old) were obtained from Japan SLC Inc. (Shizuoka, Japan). They were housed individually in cages under temperature controlled conditions (23±2°C) with a 12/12-h light–dark cycle, and were allowed free access to a commercial diet (MRSTOCK, Nosan Corporation, Kanagawa, Japan) and tap water.

### Milk and serum sample preparation

Milk was sampled on days 2, 9, and 16 postpartum according to the method of Keen [16] with slight modifications. Briefly, dams were separated from their litters for 3–4 h before milking and were milked for 30 min between 13:00 and 15:00. Oxytocin (1 I.U., Sigma-Aldrich, St. Louis, MO) was injected intraperitoneally 15 min before milking. The dams were lightly anesthetized with sevoflurane (Mylan Inc., Canonsburg, PA) and were milked by gentle hand stripping. Collected milk samples were immediately incubated at 4°C and were centrifuged (1,200×*g*, 4°C, 10 min) to remove fat, cells, and large debris. Defatted and cell eliminated supernatants were centrifuged (21,500×*g*, 4°C; 30 min twice, and 1 h) to remove residual fat and casein, yielding a clear supernatant (whey). Blood samples were obtained at day (d) 21 postpartum (the weaning period in rats) for analyzing serum RNA as representative body fluid RNA. Dams were sacrificed by deep anesthesia with sevoflurane and blood was collected from the inferior vena cava. Blood samples were centrifuged (1,200×*g*, 25°C, 10 min) to obtain serum. Whey and serum samples were passed through 0.65-µm, 0.45-µm, and 0.22-µm filters to remove residual cell debris and kept at −80°C until analysis.

### Total RNA extraction

Total RNA was extracted from whey and serum samples and purified using an miRNeasy Mini Kit (Qiagen, Hilden, Germany) as described previously [4]–[6]. Briefly, whey and serum samples were diluted in five volumes of QIAzol Lysis Reagent, mixed thoroughly by vortexing, and incubated for 5 min at room temperature (RT, 25°C) (denatured samples). Then chloroform (an equal volume to the sample volume) was added to the homogenates, which were mixed thoroughly by vortexing and incubated for 3 min at RT. The homogenates were centrifuged (12,000×*g*, 4°C, 15 min). The resulting aqueous phase was mixed thoroughly with 1.5 volumes of 100% molecular biology-grade ethanol and passed through an miRNeasy column. The column was washed according to the manufacture's protocol, and RNA was eluted in nuclease free water. The quantity and integrity of the RNA were assessed using an RNA 6000 Pico Kit, and the miRNA/small RNA ratio (default settings: miRNA, 10–40 nt; small RNA, 0–270 nt) was examined on an Agilent 2100 Bioanalyzer using a Small RNA Kit (all from Agilent Technologies, Santa Clara, CA).

### miRNA microarray experiments

To detect the expression of miRNAs in rat whey and serum, 70 ng of total RNA were labeled with cyanine 3 and hybridized to Rat miRNA Microarray Rel. 14.0 arrays using an miRNA Complete Labeling Reagent and Hyb Kit (Agilent Technologies). The Rat miRNA Microarray Rel. 14.0 screens for the expression of 388 rat mature miRNAs from Sanger miRBase Rel.14.0 (www.mirbase.org). Signals were detected with an Agilent DNA Microarray Scanner, and the scanned images were analyzed using Feature Extraction Software (ver. 9.5.3.1).

### mRNA microarray experiments

Complementary RNA was generated from 100 ng total RNA (in the case of serum, 100 ng total RNA was obtained by mixing three samples) and labeled with cyanine 3 using a Low RNA Input Linear Amplification Kit (Agilent Technologies). Labeled cRNA was hybridized to Whole Rat Genome Oligo Microarrays (4×44K) using a Gene Expression Hybridization Kit (Agilent Technologies). The Whole Rat Genome Oligo Microarray (4×44K) contains 41,090 probes (not including control probes). Signals were detected with an Agilent DNA Microarray Scanner, and the scanned images were analyzed using Feature Extraction Software (ver. 9.5.3.1).

### Microarray data analysis

Raw data from Feature Extraction Software were exported to GeneSpring GX ver. 11.5.1 (Agilent Technologies). Quantile normalization was used to normalize data. Entities were considered present if at least one of three samples per group was judged to be “present”. Furthermore, in the case of mRNA microarray data, transcripts with raw signals >20 were considered to be present. Target mRNAs of specific miRNAs were predicted using the Web-based prediction tool TargetScan [17] (www.targetscan.org) and the biological roles of miRNA targets and mRNA transcripts were analyzed by Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Redwood City, CA). All microarray data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE44114 (www.ncbi.nlm.nih.gov/geo).

### Quantification of miRNA by qPCR

Complementary DNA was generated using an miScript Reverse Transcription Kit (Qiagen). Briefly, total RNA from 5 µL whey or serum was polyadenylated using poly (A) polymerase and cDNA was generated with reverse transcriptase using tagged oligo-dT primers. Then the cDNA was diluted in nine volumes of nuclease-free water and subjected to qPCR on a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA) using an miScript SYBR Green PCR Kit and an miScript Primer Assay (both from Qiagen). The following real-time PCR protocol was used: initial activation of HotStartTaq DNA Polymerase (95°C, 15 min); 40 to 50 cycles of denaturation (94°C, 15 s), annealing (55°C, 30 s), and extension (70°C, 34 s); and melting curve analysis. The miScript Primer Assays we used for the target mature miRNAs are listed in Table S1. The data were analyzed using 7500 Software version 2.0.4. (Applied Biosystems) with the fixed cycle threshold (Ct) setting (ΔRn = 0.02, where ΔRn is the fluorescence of the reporter dye minus the baseline) to assign baseline values and the threshold for Ct determination.

### Quantification of mRNA by qPCR

Complementary DNA for the quantification of mRNA was generated using a High Capacity RNA-to-cDNA Kit (Applied Biosystems). Briefly, total RNA from 5 µL whey or serum was used to generate cDNA with reverse transcriptase and a primer cocktail (oligo-dT and random primers). The cDNA was diluted in nine volumes of nuclease free water and then subjected to qPCR on a 7500 Fast Real-Time PCR System using TaqMan Fast Advanced Master Mix and TaqMan probes (both from Applied Biosystems). The following real-time PCR protocol was used: uracil-N-glycosylase incubation (50°C, 2 min); polymerase activation (95°C, 20 s); and 40 to 50 cycles of denaturation (95°C, 3 s) and annealing and extension (60°C, 30 s). The TaqMan probes used for the target mRNAs are listed in Table S2. The data were analyzed using 7500 Software ver. 2.0.4. (Applied Biosystems) with the fixed Ct setting (ΔRn = 0.2) to assign baseline values and the threshold for Ct determination.

### ELISA assays

Whey and serum transforming growth factor (TGF)-βs exist as latent forms. Therefore, samples needed to be activated by acid. Serum samples were activated with 1 N HCl (1/4 volume of serum) for 30 min at RT and were neutralized with 0.5 M HEPES/1.2 N NaOH (1/5 volume of serum) according to the manufacturer's protocol. Whey samples were activated as described previously [18]. Briefly, whey was activated with 1.2 N HCl (1/10 volume of whey) for 30 min at RT and then neutralized with 0.5 M HEPES/0.72 M NaOH (1/4 volume of whey). Whey and serum TGF-βs concentrations were determined by ELISAs (TGF-β_1_, MB100; TGF-β_2_, DB250; R&D Systems, Abingdon, UK). IGF-I and adiponectin concentrations in whey and serum samples were measured using ELISA kits (IGF-I: MG100, R&D Systems) (adiponectin: KRP0041, Invitrogen, Carlsbad, CA).

### Multiplex assays

Concentrations of VEGF-α, CCL5 (also known as regulated on activation, normal T cell expressed and secreted, RANTES) and CXCL1 (also known as Gro/KC) in whey and serum samples were measured using a Milliplex Rat Cytokine/Chemokine Panel (RCYTO-80K, Millipore, Billerica, MA). Insulin concentrations in whey and serum samples were measured using a Milliplex Rat Bone Panel 1 (RBN1-31K, Millipore). These panels were processed using a Bio-Plex Protein Array System and the data were analyzed with Bio-Plex Manager 6.0 software (both from Bio-Rad Laboratories, Hercules, CA).

### Statistical analyses

Values are expressed as the mean ± SEM. The significance of differences was determined using the Tukey-Kramer honestly significant difference (HSD) test for multiple comparisons (JMP software; SAS institute Inc., Cary, NC). A *P*-value of less than 0.05 was considered to indicate a significant difference.

## Results and Discussion

We extracted total RNA from rat milk whey and serum, and analyzed it using a Bioanalyzer. There were no or very little ribosomal RNA (18S and 28S), but small RNAs (<300 nt) were present (Fig. 1). This result is in agreement with results for milk whey from other species [4]–[6], [8], [19], and suggests that the RNA in whey and serum is not derived from cells in milk and in blood, respectively. There have been few studies on RNA concentrations in milk. However, according to our previous studies, RNA concentrations in human milk whey range from ∼10 to several hundred ng/mL [6] and the concentration in bovine milk whey is several hundred ng/mL [4], [5]. In this study, we detected RNA in rat milk whey at concentrations in the range of several to tens of thousands of ng/mL (Fig. 2A). Milk is the only nutritional source for newborn mammals, and there are large differences in the nutritional components of different mammalian milks, which are adapted for the development of a specific type of offspring. Generally, if the development time is short, the milk is nutrient-dense [20]. Rats grow more quickly than humans and cows. Thus, the very high amount of RNA in rat milk whey compared to other species suggests that whey RNA may have some physiological roles in neonates. RNA concentrations were much higher in colostrum whey than in mature milk whey and serum (Fig. 2A), in agreement with results for bovine [4], [9]. In general, colostrum contains large amounts of immune-related components and is thus considered very important to neonates [2], [3]. This suggests that milk RNA may also have important roles in neonatal immune development. The miRNA/small RNA ratio was also higher in colostrum whey than in mature milk whey, but serum had the highest ratio (Fig. 2B). This shows that the RNA composition differs among colostrum whey, mature milk whey, and serum. 

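Whey collected from 3 rats 2, 9 and 16 days postpartum and serum collected from these rats on day 21 were hybridized separately, so that each of the 12 arrays held 1 sample of 1 rat. The scanner software gave every one of the 388 rat miRNAs a total signal after background subtraction and a detection call. Single arrays detected 109 to 125 miRNAs in day 2 whey, 121 to 136 in day 9 whey, 122 to 140 in day 16 whey and 145 to 165 in serum. The total signals were quantile normalized over the 12 arrays as in the paper's methods, set to at least 1 and converted to log2. The 188 miRNAs detected on at least 1 array were fitted together in limma with a mean for each group, and p-values were adjusted over these miRNAs by the Benjamini-Hochberg method. Signals are means ± SD of 3 rats, and fold changes are log2 differences with their standard errors (SE). For a miRNA detected on no array of the dimmer group, or with a mean there under the group's background limit, the fold is given as "at least". Each array's signal was then replaced by the array's background limit where it lay below it. That limit is the dimmest signal on an array among miRNAs with at least 0.5 of their spots well above background. The arrays of days 2 and 9 shared a slide, and those of day 16 and serum shared the other.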

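Serum and whey differed most: across the 388 miRNAs, R2 between the group means of log2 signals was 0.599 for serum and the mean of the 3 whey days. Day 16 whey and serum, hybridized on the same slide, had an R2 of 0.566. Day 2 whey had an R2 of 0.868 with day 9 whey on its own slide and of 0.861 with day 16 whey. Day 9 and day 16 whey, on different slides, had an R2 of 0.98. Pairs of single arrays within a group gave 0.956 to 0.985, and pairs between days 9 and 16 gave 0.940 to 0.977. These values are across miRNAs, which are not independent replicates, and miRNAs with no signal in either group raise them. Among detected miRNAs alone, R2 was 0.261 for serum and whey, 0.760 for days 2 and 9, and 0.965 for days 9 and 16. In limma, 141 of the 188 tested miRNAs differed between serum and day 16 whey, 85 between days 9 and 2, and 14 between days 16 and 9. From its scatter plots, the paper concludes that whey and serum differ strongly, colostrum and mature milk whey differ in part, and mature milk whey differs little between days.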

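miR-212 had a log2 signal of 10.91 ± 0.07 in day 2 whey and of 4.45 ± 2.11 in day 9 whey, where 2 of 3 arrays detected it (at least 51.9-fold lower, adjusted p = 0.00035). miR-125b-3p, miR-877 and miR-341 were detected on all 3 arrays of day 2 whey, at 6.77 ± 0.30, 6.33 ± 0.39 and 6.08 ± 0.18, and on no array of mature milk whey. In day 9 whey they were at least 4.96-fold, 3.67-fold and 3.08-fold lower. miR-370, with 6.36 ± 0.46 on day 2, was below the background limit on day 9 with detection on 2 of 3 arrays, at least 3.72-fold lower (adjusted p = 3.1e-06). miR-125a-3p fell from 9.29 ± 0.19 to 5.85 ± 0.12 (log2 fold change -3.44, SE 0.11, adjusted p = 6.1e-09). In the other direction, miR-352 and miR-30c-2* were detected on all arrays of mature milk whey and on none of day 2, with 4.77 ± 0.36 and 4.03 ± 0.18 on day 9. Both signals lay below the mean background limit of day 2 (5.37), so no least fold can be given. That of miR-30c-2* also lay below the day 9 limit (4.46). miR-99b* reached 6.92 ± 0.77 on day 9, at least 2.93-fold above day 2. miR-294 was below the background limit on day 2, though detected on all 3 arrays, and rose at least 6.46-fold to 8.06 ± 0.32 (adjusted p = 9.9e-06). let-7e rose from 6.95 ± 0.40 to 8.36 ± 0.22 (1.41, SE 0.20, adjusted p = 0.00033). Each of these differences had the same direction in all 3 rats, which was a condition for naming the largest changes.

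On day 9, 53 miRNAs were higher and 32 lower than on day 2. On day 16, hybridized on the other slide, 61 were higher and 43 lower, and over both mature milk days 59 and 39. Without normalization between arrays, which moved the log2 fold changes of single miRNAs by medians of 0.91, 1.14 and 1.03, these splits were 93 to 12, 104 to 15 and 108 to 15. miRNAs with signals set to 1 on all 3 arrays have an artificially small spread, which lowers their SE.

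**Figure D1:**
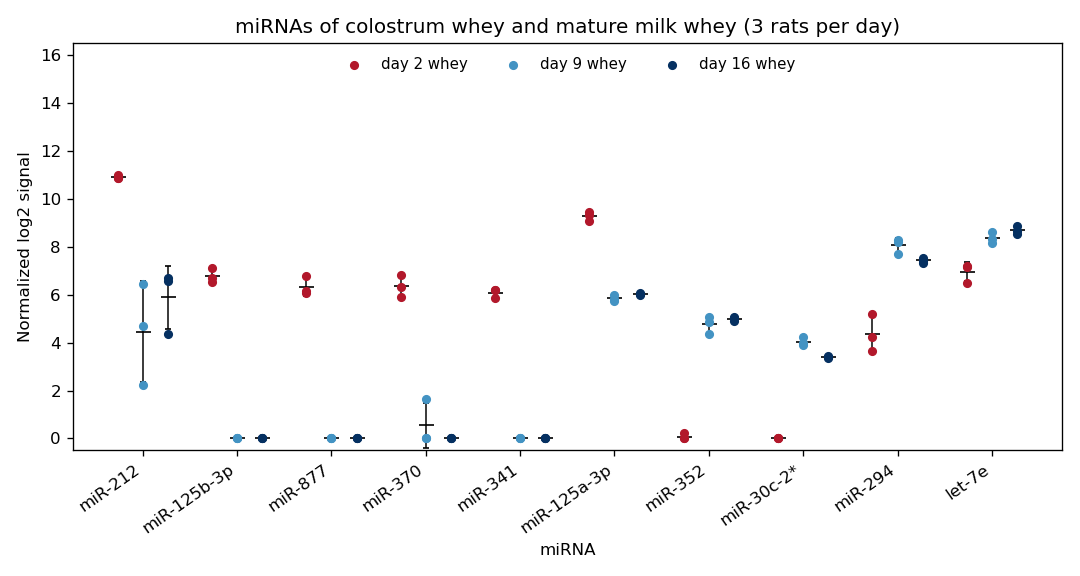
Normalized log2 signals of 10 miRNAs in whey of days 2, 9 and 16, with a point for each rat and bars for the mean ± SD. Points at 0 are signals set to 1.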

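Between days 2 and 9, on the same slide, 6 of the 8 let-7 family miRNAs rose, among them let-7d (1.27, adjusted p = 0.00047) and let-7f (1.29). In the miR-29 family, miR-29a rose by 1.11 (SE 0.10, adjusted p = 1.4e-05) and miR-29b by 1.06 (SE 0.18, adjusted p = 0.00088), while miR-29c did not pass. Of 11 tested miRNAs of the miR-17-92 cluster and its paralogs, 4 fell, including miR-19b (-1.84, adjusted p = 1e-06), and 1 rose, but without normalization 3 were higher and miR-19b did not pass. miR-181c fell by 0.69 (adjusted p = 0.0049) as 1 of 2 lower miRNAs of the miR-181 family, of which 1 was higher without normalization, where miR-181c did not pass. The miR-30 family likewise had 2 lower miRNAs of 5, and 3 higher ones without normalization. The miR-23/27/24 clusters had 1 higher and 1 lower miRNA, and 4 higher ones without normalization. In the miR-99/100 and miR-125 list 2 of 5 rose, among them miR-99a (0.59, SE 0.12), and in the family of miR-34 and miR-449, miR-34a rose at least 1.38-fold. Of the 7 tested miRNAs of the Dlk1-Dio3 cluster, 5 were lower on day 9, miR-134 and miR-370 among them. Both means of miR-134 were below the background limits, so no least fold can be given for it. The miR-290 cluster split, with miR-294 and miR-291a-5p (at least 3.20-fold, adjusted p = 1.2e-06) higher and miR-290 lower by at least 4.22-fold. Adjusted over the list alone these counts stayed as given, except that a 2nd miRNA of the miR-290 cluster was then lower. The lists were fixed before the arrays were read but after the values in Table S3 had been seen.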

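Between days 9 and 16, miR-92a fell from 9.80 ± 0.12 to 8.57 ± 0.13 (-1.23, SE 0.23, adjusted p = 0.0098), and miR-130b (at least 1.97-fold lower, adjusted p = 0.022), miR-93 (-0.95), miR-17-5p (-0.92, adjusted p = 0.0073) and miR-25 (-0.84) fell with it. All but miR-130b belong to the miR-17-92 cluster and its paralogs, where 5 of 11 tested miRNAs were lower and 6 were lower when adjusted over the list alone. miR-292-5p, below the background limit on day 9, rose at least 2.63-fold to 6.11 ± 0.27 (adjusted p = 0.011), and miR-224 rose from 4.81 ± 0.49 to 6.68 ± 0.10 (1.87, SE 0.33, adjusted p = 0.008). miR-148b-3p rose by 1.05 (SE 0.19), miR-29b by 0.95, miR-146b by 0.88 and miR-30e by 0.79. Each of these had the same direction in all 3 rats, a condition for naming the largest changes. With normexp background correction, miR-93, miR-17-5p and miR-30e no longer passed, and with these days alone in the fit miR-25, miR-292-5p and miR-146b did not.

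In all, 8 miRNAs were higher and 6 lower in limma, and 46 had an unadjusted p under 0.05. Without the array of day 9 replicate 1, 3 were higher and 5 lower, and miR-130b, miR-292-5p, miR-29b and miR-146b no longer passed. Scaled to the 75th percentile of all miRNAs, which moved the log2 fold changes of single miRNAs by a median of 0.13, 21 were higher and 6 lower. Without normalization limma called 0, with 19 at an unadjusted p under 0.05. The Tukey-Kramer test of the paper's methods called 22 unadjusted and 1 after adjustment over all tested miRNAs. The slide and the day cannot be told apart here, since the days were hybridized on different slides.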

A scatter plot analysis (Fig. 3A) of miRNA microarray data obtained using the same amount of total RNA (70 ng) showed that there are large differences between whey and serum, some differences between colostrum whey and mature milk whey, and few differences between mature milk whey in terms of miRNA expression patterns. 

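The miRNAs found in whey included let-7b, let-7c, miR-143 and miR-200c, each detected on all 9 whey arrays. In day 2 whey, miR-143 had a log2 signal of 11.59 ± 0.23 and miR-200c of 11.66 ± 0.20. miR-1224 was the brightest miRNA on every whey array, which fixes its normalized signal by rank. In all, 161 miRNAs, or 41.5% of those on the array, were detected on at least 1 of the 9 whey arrays, and 96 miRNAs were detected on all 9. Counting a miRNA for a day only when at least 2 of the 3 rats showed it gave 151 miRNAs, and requiring all 3 rats gave 132. Leaving out single arrays gave 158 to 161.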

We detected 161 of the 388 known rat miRNAs in whey. A total of 128 miRNAs were detected in colostrum (d 2) whey, 144 miRNAs in d 9 whey, and 143 miRNAs in d 16 whey (Fig. 3B–D). 

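The 3 days shared 113 miRNAs, and 12 were detected in colostrum whey alone. Among these 12, miR-125b-3p, miR-133a, miR-290, miR-341, miR-874 and miR-877 were detected in all 3 rats, miR-181b, miR-409-3p and miR-664 in 2, and miR-125b*, miR-134 and miR-193* in 1. Days 9 and 16 shared 25 miRNAs that no day 2 array detected. Of these, 11 were detected on all 6 arrays of mature milk whey: miR-130b, miR-181a*, miR-192, miR-224, miR-29c*, miR-30c-2*, miR-340-3p, miR-34a, miR-352, miR-7a* and miR-99b*. Day 9 alone had miR-10a-5p, miR-10b and miR-451, all on the same single array, that of rat 3. Day 16 alone had miR-182, miR-206, miR-455 and miR-99b in 2 rats and miR-542-3p in 1. miR-181d, miR-196c and miR-370 were found on days 2 and 9, and 0 miRNAs on days 2 and 16 without day 9. With detection in all 3 rats required, the days had 108, 115 and 122 miRNAs, and leaving out single arrays gave 121 to 128, 137 to 144 and 140 to 143. The background limits of single arrays were log2 signals of 4.69 to 6.12 in day 2 whey and 3.77 to 4.84 in mature milk whey.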

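Serum contained miR-122 at a log2 signal of 10.17 ± 0.39, miR-215 at 9.33 ± 0.42, miR-150 at 7.86 ± 0.63, miR-126 at 5.99 ± 0.49 and miR-1 at 5.35 ± 1.52, all detected in 3 of 3 rats and on none of the 9 whey arrays. miR-132, miR-142-5p, miR-20b-5p, miR-326, miR-330*, miR-335, miR-345-3p, miR-363 and miR-674-3p had the same detection pattern. In all, 27 miRNAs were detected in serum and not in whey. Of the 168 miRNAs in serum, 155 were detected in at least 2 of 3 rats and 142 in all 3. Leaving out single serum arrays gave 158 to 167. The background limit of the serum arrays, at log2 signals of 2.99 to 3.60, was below that of every whey array.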

And 168 miRNAs were detected in serum (Fig. 3B, D). A total of 141 miRNAs were common to both whey and serum (Fig. 3D), but their signal intensities were quite different (Fig. 3B). 

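miR-451 was the brightest miRNA on every serum array, which fixes its normalized log2 signal of 14.55 by rank. Its total signals in serum before normalization were 11967 to 27728. It was detected on no array of day 16 whey and was at least 1171-fold higher in serum on the same slide. Of the 9 whey arrays, 1 detected it. miR-122 was at least 56.1-fold and miR-150 at least 11.3-fold higher in serum than in day 16 whey. miR-223 had 6.66 ± 1.71 in day 16 whey, with rat 2 at 8.60, and 11.94 in serum (5.29, SE 0.69, adjusted p = 5e-05), and miR-92a was higher by 3.63 (adjusted p = 2.1e-07). miR-141 had 9.76 ± 0.21 in day 16 whey and was detected on no serum array, so that it was at least 84.5-fold lower in serum. miR-31, miR-294 and miR-96 were also detected on no serum array and were at least 52.6-fold, 16.7-fold and 13.0-fold lower. miR-200c was detected in both fluids, at 11.87 ± 0.13 in day 16 whey and 5.24 ± 0.35 in serum (-6.63, SE 0.21, adjusted p = 2.4e-09). Each direction was the same in all 3 rats, as the rule for naming the largest changes required. The miRNAs given here are examples and not all of the largest changes.

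Of the 188 tested miRNAs, 68 were higher and 73 lower in serum than in day 16 whey, and 74 were higher and 75 lower than in the mean of the 3 whey days. Without normalization, which moved the log2 fold changes of single miRNAs by medians of 0.84 and 1.29, the splits were 86 to 47 and 107 to 43. Scaled to the 75th percentile of the miRNAs detected on all arrays, which moved them by medians of 0.41 and 0.40, they were 81 to 58 and 96 to 64. Requiring all 3 rats for detection left 112 miRNAs common to whey and serum, and leaving out single arrays gave 135 to 141.

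**Figure D2:**
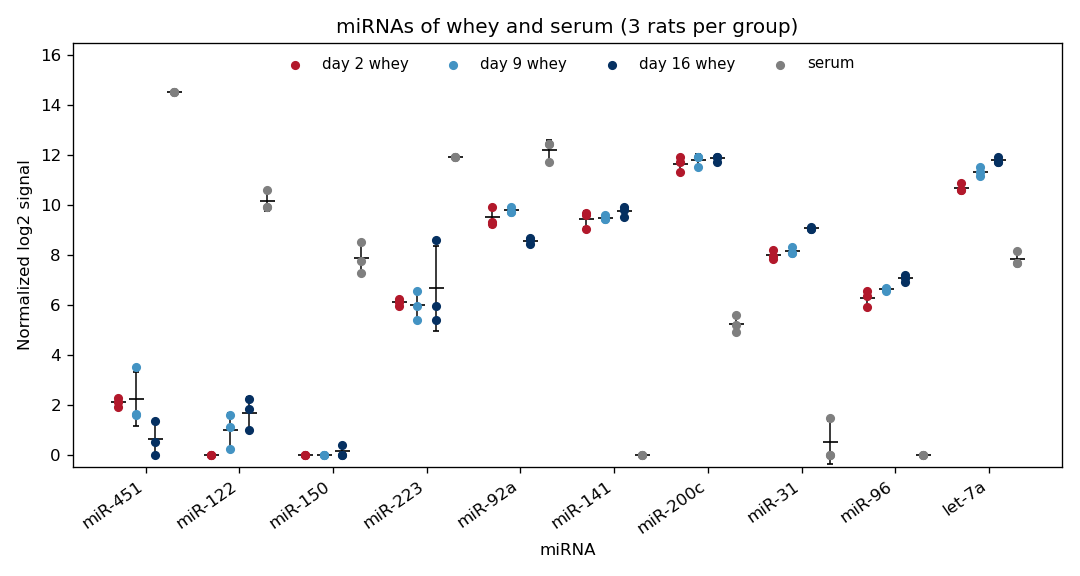
Normalized log2 signals of 10 miRNAs in whey of 3 days and in serum, with a point for each rat and bars for the mean ± SD. Points at 0 are signals set to 1.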

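By family, all 5 miR-200 family miRNAs, all 8 let-7 family miRNAs and 2 of 3 miR-183 cluster miRNAs were lower in serum than in day 16 whey, among them let-7a (-3.95, SE 0.15, adjusted p = 7e-09), but without normalization let-7i turned higher without passing (0.36) and 7 let-7 miRNAs were lower. All 11 tested miRNAs of the miR-17-92 cluster and its paralogs were higher in serum. The tested erythroid marker miR-451, the endothelial and platelet marker miR-126, both lymphocyte markers and the 3 liver and gut markers were higher in serum, as were 2 of 3 myeloid and 2 of 4 muscle markers. Of 4 mesenchymal markers, 3 were higher and 1 lower. In the miR-30 family 1 miRNA was higher and 4 lower, and without normalization 1 was higher and none lower. In the miR-99/100 and miR-125 list 4 of 5 were lower, and without normalization 1 was higher and 2 lower. The counts of these lists were the same when adjusted over the list alone.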

Many miRNAs have been identified, but the targets and roles of very few of them have been experimentally confirmed. We used the Web-based miRNA target prediction tool TargetScan [17] to analyze the roles of the predicted targets by IPA. It was predicted that 11,634 mRNAs could be affected by the 161 miRNAs detected in whey. These predicted target mRNAs had roles such as “cellular development”, “cellular growth and proliferation”, and “tissue development” (Table 1).

**Figure 1:**
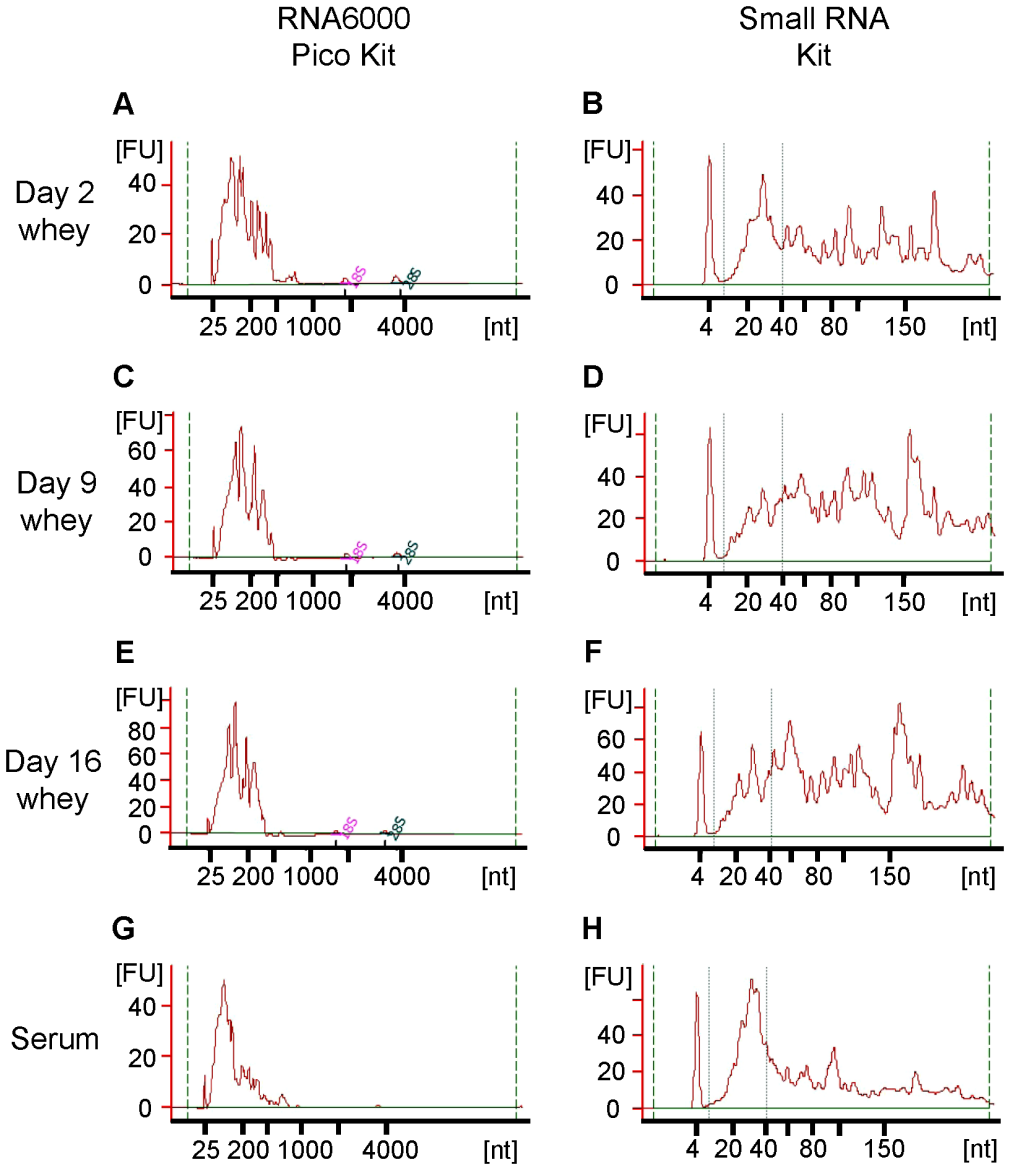
Bioanalyzer analysis of RNAs in rat whey and serum. (A, B) Day 2 whey; (C, D) Day 9 whey; (E, F) Day 16 whey; (G, H) Serum; (A, C, E, G) Analysis using the RNA 6000 Pico Kit; (B, D, F, H) Analysis using the Small RNA Kit. Whey RNA concentrations were very high (especially in day 2 whey), so diluted RNA results are shown in this figure. FU  =  fluorescence units.

**Figure 2:**
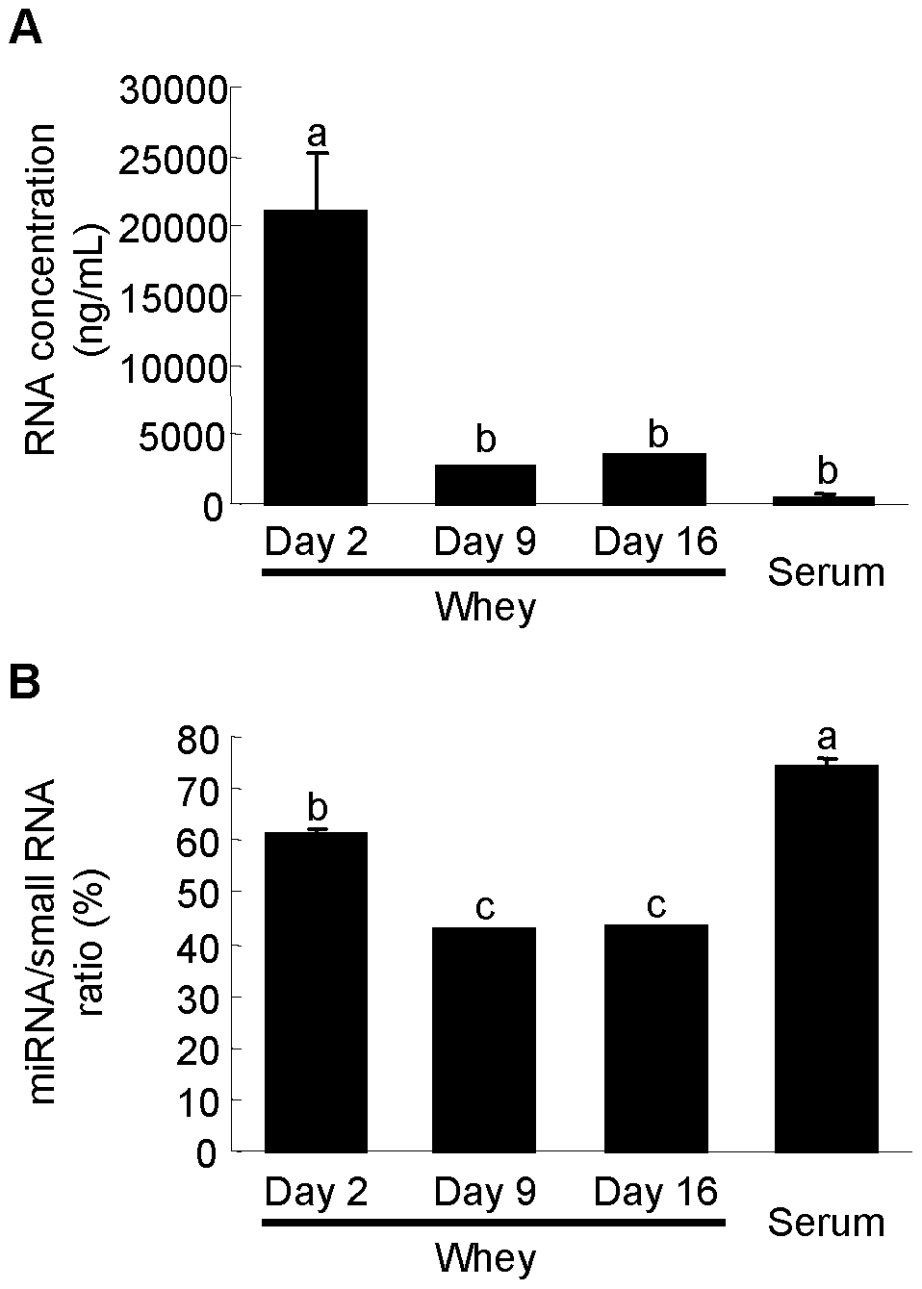
RNA concentration and miRNA/small RNA ratio of RNA samples purified from rat whey and serum. (A) RNA concentrations in rat milk whey and serum. (B) miRNA/small RNA ratio; Values are the mean ± SEM (n = 3). Means without letters in common differ (*P*<0.05, Tukey-Kramer HSD test).

**Figure 3:**
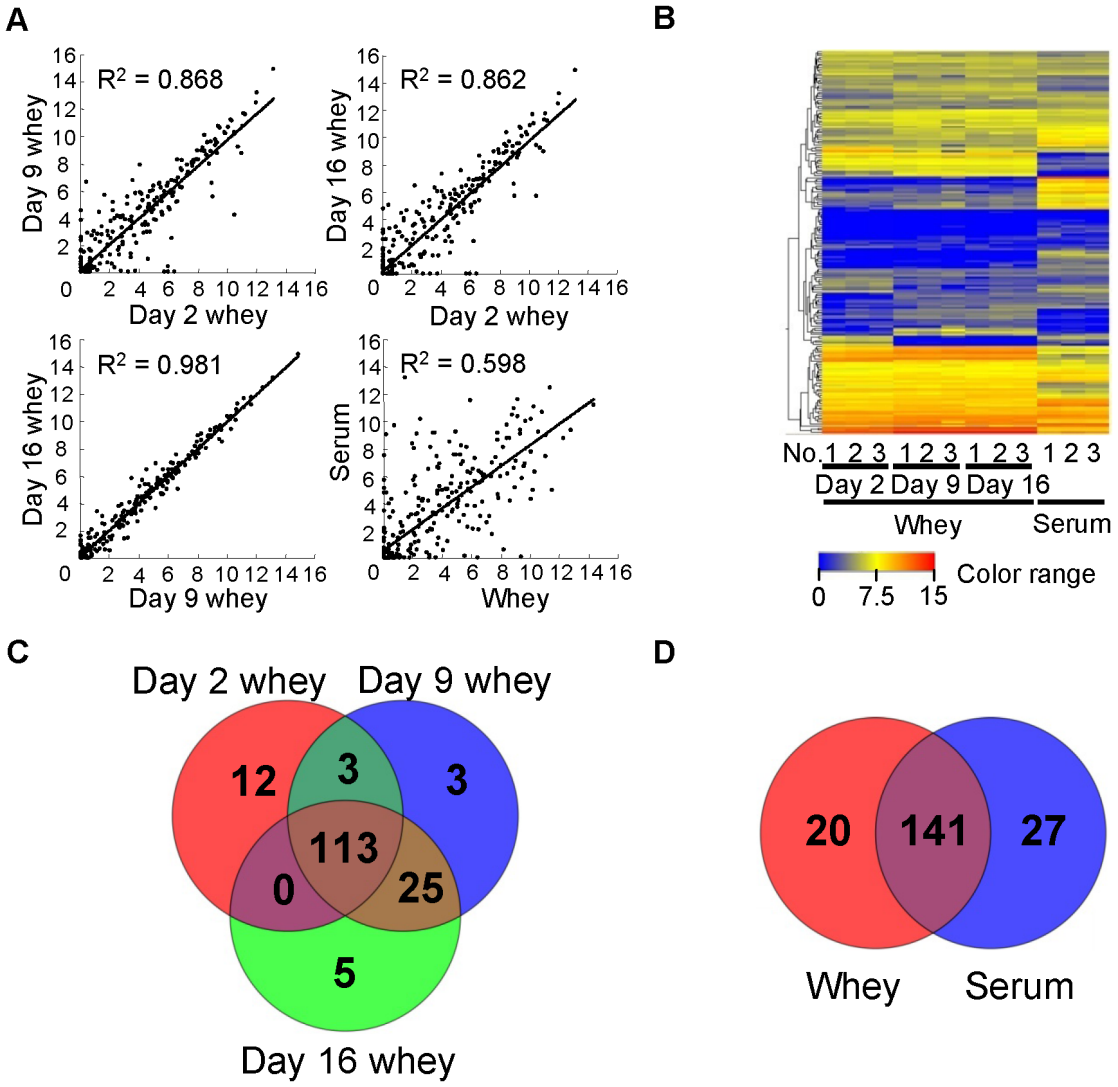
miRNA microarray profiles of rat whey and serum. (A) Scatter plots of averaged whey and serum array data. (B) Heat map of the normalized array data for miRNAs detected in whey or serum samples. (C) Venn diagram of numbers of miRNAs detected in each type of whey. (D) Venn diagram of numbers of miRNAs detected in whey and serum. Detailed signal intensities in heat map and miRNA species in Venn diagram are shown in Table S3.

**Table 1:** Functions of predicted targets of whey miRNAs.

Rank	Category	B-H *P*-value
1	Cellular Development	1.61E-62 - 4.57E-13
2	Cancer	1.12E-61 - 9.18E-13
3	Cell Cycle	1.28E-59 - 8.79E-13
4	Cellular Growth and Proliferation	1.26E-58 - 4.52E-13
5	Cell Death	1.34E-56 - 6.17E-13
6	Cellular Movement	1.45E-55 - 5.59E-13
7	Gene Expression	2.32E-49 - 6.23E-13
8	Tissue Development	7.7E-49 - 7.19E-13
9	Gastrointestinal Disease	3.24E-45 - 2.6E-13
10	Organismal Development	5.38E-45 - 7.19E-13

The predicted targets (from TargetScan) were examined by Ingenuity Pathway Analysis. Ranks were determined by right-tailed Fisher's Exact Test and were corrected by Benjamini-Hochberg Multiple Testing Correction.

B-H *P*-value  =  Benjamini-Hochberg *P*-value.

We previously detected some mRNAs in bovine whey [4], [5], and another study also showed that mRNAs exist in human whey [19]. Moreover, transcriptomic analyses of milk fat globules [10] and milk somatic cells [14] have been reported. However, there has been no comprehensive study of whey mRNA. Thus, we also performed mRNA microarray analysis of rat whey. To our knowledge, this is the first report of a comprehensive analysis of whey mRNAs. A scatter plot analysis (Fig. 4A) of mRNA microarray data obtained using the same amount of total RNA (100 ng; in the case of serum samples, total RNA was obtained by mixing RNA from three samples) showed that there are large differences between whey and serum, and few differences between whey collected from different postpartum stages in terms of mRNA expression patterns. The microarrays we used for mRNA analysis can detect 41,090 transcripts. We detected 10,948 transcripts in whey. A total of 8,110 transcripts were detected in d 2 whey, 10,503 in d 9 whey, and 8,966 in d 16 whey (Fig. 4B–D). Only 2,361 transcripts were detected in serum (Fig. 4B, D). A total of 2,200 transcripts were common to both whey and serum (Fig. 4D), but their signal intensities were quite different (Fig. 4B). The roles of the 10,948 transcripts detected in whey were analyzed by IPA. The detected transcripts were suggested to have roles in “RNA post-transcriptional modification”, “protein synthesis”, and “infectious disease” (Table 2). Comparison of the predicted targets of miRNAs and mRNA transcripts in whey revealed that some roles are shared such as “cell cycle” and “cell death”, but others are quite different from each other (Tables 1 and 2).

**Figure 4:**
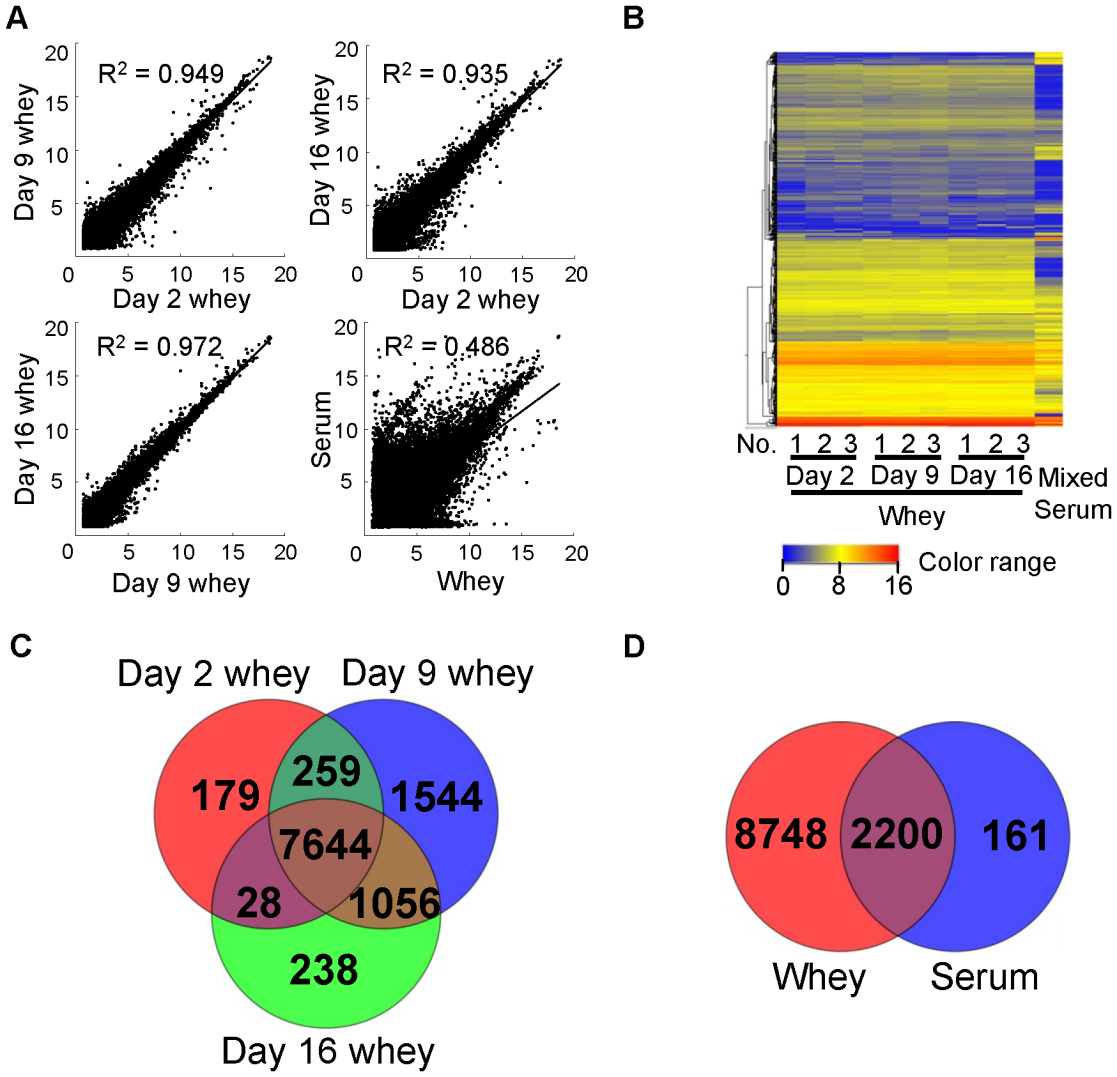
mRNA microarray profiles of rat whey and serum. (A) Scatter plots of averaged whey array data and mixed serum array data. (B) Heat map of the normalized array data for mRNAs detected in whey or mixed serum samples. (C) Venn diagram of numbers of transcripts detected in each type of whey. (D) Venn diagram of numbers of transcripts detected in whey and serum. Detailed signal intensities in heat map and mRNA transcript species in Venn diagram are shown in Table S4.

**Table 2:** Functions of transcripts detected in whey.

Rank	Category	B-H *P*-value
1	RNA Post-Transcriptional Modification	1.3E-31 - 3.49E-01
2	Protein Synthesis	8.01E-22 - 3.47E-01
3	Infectious Disease	8.01E-22 - 3.47E-01
4	Cell Death	7.85E-18 - 3.49E-01
5	Molecular Transport	4.79E-17 - 2.97E-01
6	Protein Trafficking	4.79E-17 - 2.97E-01
7	Cell Cycle	3.43E-16 - 3.49E-01
8	DNA Replication, Recombination, and Repair	2.18E-15 - 3.49E-01
9	Post- Translational Modification	4.38E-14 - 3.49E-01
10	Organismal Injury and Abnormalities	2.02E-13 - 3.14E-01

Transcripts detected by microarray analysis were examined by Ingenuity Pathway Analysis. Ranks were determined by the right-tailed Fisher's Exact Test and were corrected by Benjamini-Hochberg Multiple Testing Correction.

B-H *P*-value  =  Benjamini-Hochberg *P*-value.

Milk is considered to carry out its roles in neonatal physiological and immunological development. Thus, we selected immune- and development-related miRNAs with experimentally confirmed roles based on the annotation of the Pathway Central database (SABiosciences, Frederick, MD) and several previous studies [21]–[36], and created heat maps to visualize these miRNAs (regardless of whether or not they were detected) (Fig. 5A, both immune- and development-related roles; Fig. 5B, immune-related roles; Fig. 5C, development-related roles; Fig. 5D, tissue-specific miRNAs) (tissue-specific miRNAs are referred to in the following references: [6], [7], [13], [32], [37], [38]). Moreover, we further selected relatively well-studied miRNAs from heat maps and analyzed them by qPCR in the same volume of sample (Fig. 6A, both immune- and development-related miRNAs; Fig. 6B and C, immune-related miRNAs; Fig. 6D, metabolism-related and tissue-specific miRNAs). 

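Of the miRNAs that the paper lists as related to both immunity and development (Fig. 5A), miR-23b rose from 8.31 ± 0.14 on day 2 to 9.09 ± 0.03 on day 9 (0.78, SE 0.12, adjusted p = 0.00054, 3 of 3 rats). miR-192 had 4.64 ± 0.13 on day 9, below the mean background limit of day 2 (5.37). It was detected on no array of day 2 and did not pass with normexp background correction. miR-133a had 3.80 ± 0.21 on day 2 and was detected on no array of day 9, with both means below the background limits. Within the 26 tested miRNAs of this list, 12 rose and 4 fell. Among the immune-related miRNAs (Fig. 5B), miR-146a, below the background limit on day 2, rose at least 1.71-fold to 6.15 ± 0.39 (adjusted p = 0.0021), but did not pass when scaled to the 75th percentile of miRNAs detected on all arrays. Of the 45 tested, 10 rose and 8 fell. Of the 9 development-related miRNAs (Fig. 5C) 2 rose and 2 fell, and of the 7 tested tissue-specific miRNAs (Fig. 5D) 1, miR-134, was lower; it was detected on 1 of 3 arrays on day 2 and on none on day 9, and both means were below the background limits. Without normalization 19 miRNAs of the first list rose and 1 fell, and 27 immune-related miRNAs rose and 3 fell. Over both mature milk days against day 2, the 4 lists in order had 13 rises and 3 falls, 10 and 11, 2 and 3, and 2 and 1. Without normalization the immune-related split was 28 to 3 and the development-related split 5 to 1.

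In serum against day 16 whey, 7 miRNAs of the first list were higher and 16 lower, and without normalization 9 were higher and 8 lower. The immune-related list had 17 higher and 19 lower, or 23 and 14 without normalization. The development-related list had 4 of each, and 5 tissue-specific miRNAs were higher and 1 lower. Between days 9 and 16, 3 miRNAs of the first list and 1 of the second rose, and 3 of the second fell. Adjusted over the list alone, the counts differed by 1 for the immune-related miRNAs on day 9 (9 rises) and in serum (18 higher). Between days 9 and 16, 1 fall in the first list and 2 in the development-related list were then added.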

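miR-145 was the 1 miRNA of the 27 in Fig. 5A that no whey array detected. miR-34a and miR-192 were detected on 6 of the 9 whey arrays and miR-133a on 3, all of day 2. From the immune-related list, miR-126, miR-132, miR-142-5p, miR-150 and miR-326 were detected on all serum arrays and in no whey, and miR-147, miR-362, miR-511 and miR-935 on no array. Whey thus contained 40 of the 49 miRNAs of Fig. 5B, and serum 42. For Fig. 5C, 8 of 12 were detected in whey, without miR-33, miR-194, miR-215 and miR-758. Of the 16 tissue-specific miRNAs, 12 were not detected in whey, miR-122, miR-124 and miR-9 among them. The other 4 were miR-134 and miR-451, each detected on 1 whey array, miR-206 on 2 and miR-219-5p on 8. Serum had 7 of these 16. The paper proposes that whey miRNAs may have specific roles in neonates. It draws on the immune- and development-related miRNAs detected, and on most tissue-specific ones being undetected. It also draws on very low miR-451 and miR-122 in whey by qPCR, and on milk of other species.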

Many immune- and development-related miRNAs were detected and showed various expression levels; however, not all of them were detected; indeed, and most tissue-specific miRNAs were not detected (Fig. 5). Tissue-specific miRNAs (miR-451 and miR-122) were only detected in whey at very low levels by qPCR (Fig. 6D). These results are in accordance with those of milk from other species, such as humans [6], [13], cows [4], [7], and pigs [8], and suggest that milk whey miRNAs may have specific immune and development roles in neonates. Comparison of whey and serum qPCR analyses using the same volumes of samples showed that only miR-192, miR-150, and miR-223 (apart from the tissue-specific miRNAs miR-451 and miR-122) were detected at higher levels in serum than in whey. Our previous human milk whey study also showed that miR-150 and miR-223 were present at higher levels in serum than in whey [6]. Comparison of whey qPCR analyses using the same volumes of samples showed that levels of some miRNAs, such as let-7c, miR-29a, miR-29c, miR-192, miR-21, miR-146a, miR-150, miR-223, and miR-320, did not change during the lactation period (Fig. 6). On the other hand, other miRNAs such as, let-7i, miR-143, miR-148b-3p, miR-15b, miR-17-5p, miR-24, miR-27b, miR-92a, miR-106b, miR-125b-5p, miR-181a, miR-181c, miR-181d, miR-200c, miR-375, miR-107, miR-141, and miR-370, were present at higher levels in colostrum whey than in mature milk whey (Fig. 6). The results for miR-15b, miR-27b, and miR-106b are in accordance with those for bovine [4]. On the other hand, the levels of expression in colostrum whey and mature milk whey of miR-29b, and miR-223 are different from those of bovines [4]. That is to say, in comparison between colostrum and mature milk whey by qPCR in bovine, there was no significantly difference in miR-29b between colostrum and mature milk, and miR-223 was significantly higher in colostrum whey than in mature milk whey. However, in rat, miR-29b was significantly higher in d 9 milk whey than in d 2 colostrum whey, and there was no difference in miR-223 in colostrum whey and in mature milk whey. These results suggest that roles of whey miRNAs are common to several species while others are species-dependent. Among miRNAs that were present at higher levels in colostrum whey, let-7i, miR-148b-3p, miR-27b, and miR-125b-3p affect the function of antigen-presenting cells, and miR-15b, miR-24, miR-92a, miR-181a, miR-181c, and miR-181d affect T cell development and function [29], [30], [35]. Human [39] and bovine [40] colostrum has been reported to show anti-inflammatory effects. The mechanisms underlying these effects could be related to miRNAs detected at higher levels in colostrum whey. Because, for example, let-7i and miR-146b has been reported to down regulate TLRs [30], [35], and miR-125b has been reported to suppress TNF-α [30]. In the context of development, higher detected levels of miRNA in colostrum whey are interesting because miR-143, miR-148b-3p, and miR-141 are known to regulate intestinal function [41], [42] and miR-107 and miR-370 are known to modulate carbohydrate and lipid metabolism [27], [33].

**Figure 5:**
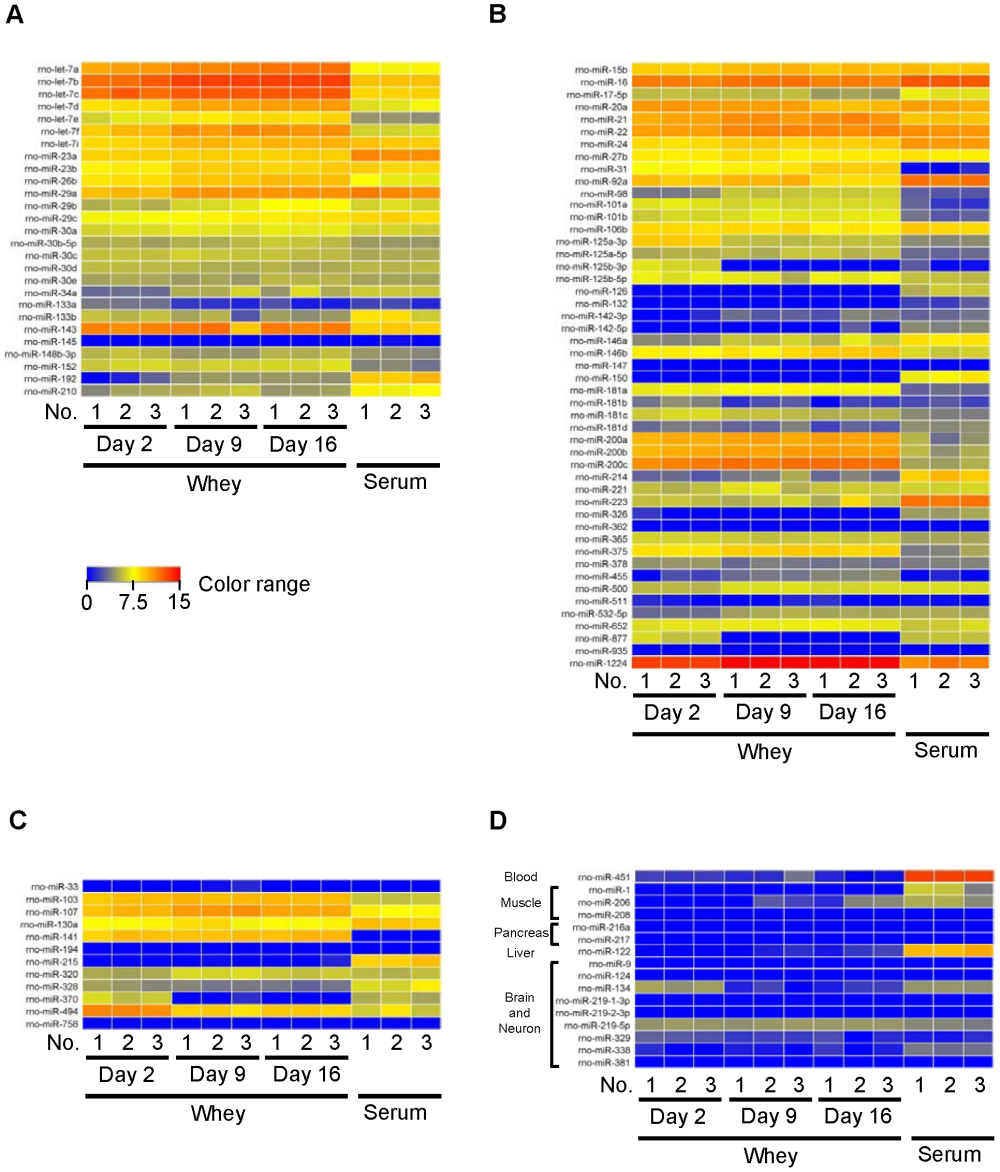
Heat maps of selected miRNAs from microarray data (detected or not). (A) Immune- and development-related miRNAs. (B) Immune-related miRNAs. (C) Development-related miRNAs. (D) Tissue-specific miRNAs. Detailed signal intensities are shown in Table S5.

**Figure 6:**
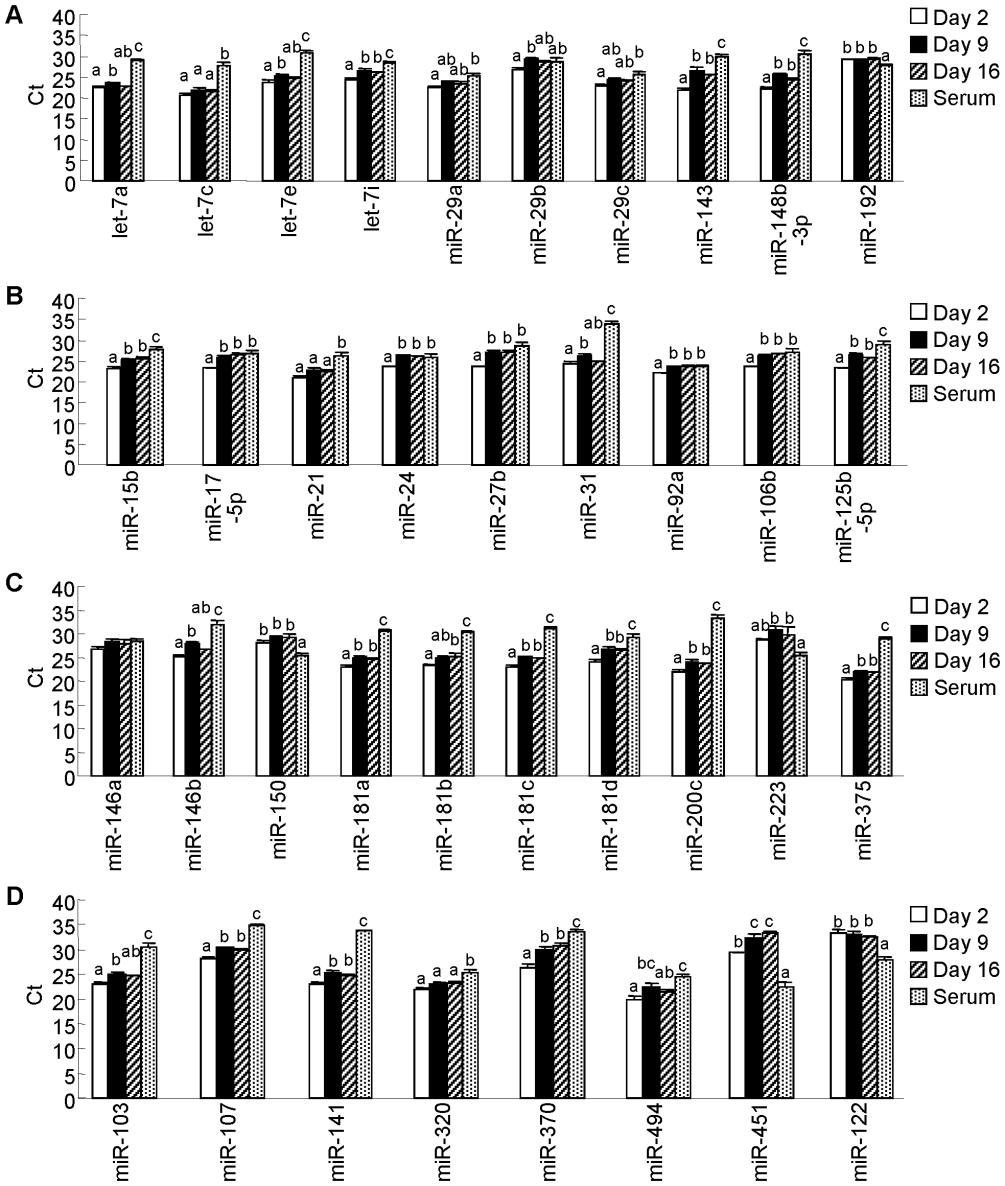
Quantitative PCR analysis of selected miRNAs in equal volumes of whey and serum. An aliquot of total RNA from 0.5-µL was used for each miRNA. Values are the mean ± SEM (n = 3). Means without letters in common differ (*P*<0.05, Tukey-Kramer HSD test).

According to our previous study [4], mRNAs in milk whey were thought to originate from milk-derived exosomes. Exosomes are small (10–100 nm diameter) membrane vesicles present in many body fluids [43], including milk whey [6], [8], [9], [13], [39], [43]. And a previous report showed that exosomes contain not only miRNA, but also mRNA [44]. In addition to being nutritious, milk may act as an immune enhancer and may have anti-microbial properties [2], [3]. Thus, we selected mainly immune-, development- and exosome-related transcripts (i.e., milk protein, milk-derived exosome-related [39], hormone and growth factor, chemokine, cytokine, IgA induction-related [45]–[47], pattern recognition receptor-related, and miRNA processing-related transcripts [48]–[50]) from our mRNA microarray data (limited to detected transcripts) and created heat maps. These are shown in Figure 7 (Fig. 7A, milk protein; Fig. 7B, milk-derived exosome-related; Fig. 7C, hormone and growth factor; Fig. 7D, chemokine; Fig. 7E, cytokine; Fig. 7F, IgA induction-related; Fig. 7G, pattern recognition receptor-related; Fig. 7H, miRNA processing-related). Moreover, we selected some mRNAs from the heat maps and analyzed them by qPCR in the same volumes of samples (Fig. 8). Milk protein and milk-derived exosome-related transcripts were relatively abundant (Fig. 7). In other categories, *Sdcbp* and *B2m* were detected at relatively high levels. These transcripts encode proteins that have been detected in milk-derived exosomes [39]. Thus, these transcripts can be also categorized as milk-derived exosome-related transcripts. These results strongly suggest that transcripts detected in whey may be derived from milk-derived exosomes. Comparison of whey and serum qPCR analyses using the same volumes of samples showed that almost all selected milk protein-related mRNAs and milk-derived exosome-related mRNAs were present at significantly higher levels in whey than in serum except for *Muc 1* and *Cd63* (*Muc 1* was detected at the same level as in d 16 whey, and *Cd63* was detected at the same level as in d 9 whey). However, some growth factor- and chemokine-related mRNAs such as *Tgfb1*, *Tgfb2*, *Ccl5*, and *Cxcl1* mRNAs, were detected at similar levels in whey and serum. Comparison of whey qPCR analyses using the same volumes of samples, levels of some mRNAs, such as *Csn1s1*, *Csn2*, *Wap*, *Lpo*, *Cd63*, *Mif*, *Pigr*, *Sdcbp*, *Tgfb1*, *Tgfb2*, *Vegfa*, *Ccl5*, *Cxcl1*, *Il33*, and *Tnfsf13*, did not change during the lactation period (Fig. 8). In contrast, other mRNAs such as *Csn1s2a*, *Csn3*, *Lalba*, *Tf*, *Mfge8*, *Muc1*, *Cd81*, *Fasn*, *Lpl*, and *Tgfb3*, were detected at significantly higher levels in colostrum whey than in mature milk whey (Fig. 8). Among these transcripts, *Tf* and *Csn1s2b* showed different expression patterns compared to other transcripts. Whey *Tf* levels decreased from d 2 to d 9, and increased from d 9 to d 16. This result is in accordance with a previous report of transferrin protein in rat milk and mRNA in the rat mammary gland [51]. *Csn1s2b* was the only transcript detected at significantly higher levels in d 16 whey than in colostrum whey. Although *Csn1s1*, *Csn1s2a*, *Csn1s2b*, *Csn2*, and *Csn3* are casein transcripts that encode different types of casein proteins, these transcripts showed differential expression patterns during lactation. Previous reports have shown that casein mRNAs are expressed in monocytes, monocytic cell lines, T cell, and cytotoxic T-cell lines, and have suggested that they may have immunomodulatory functions [52], [53]. Each casein gene showed a different expression pattern during lactation, which suggests that whey mRNAs may have some physiological roles in neonates and that their roles may differ according to lactation stage.

**Figure 7:**
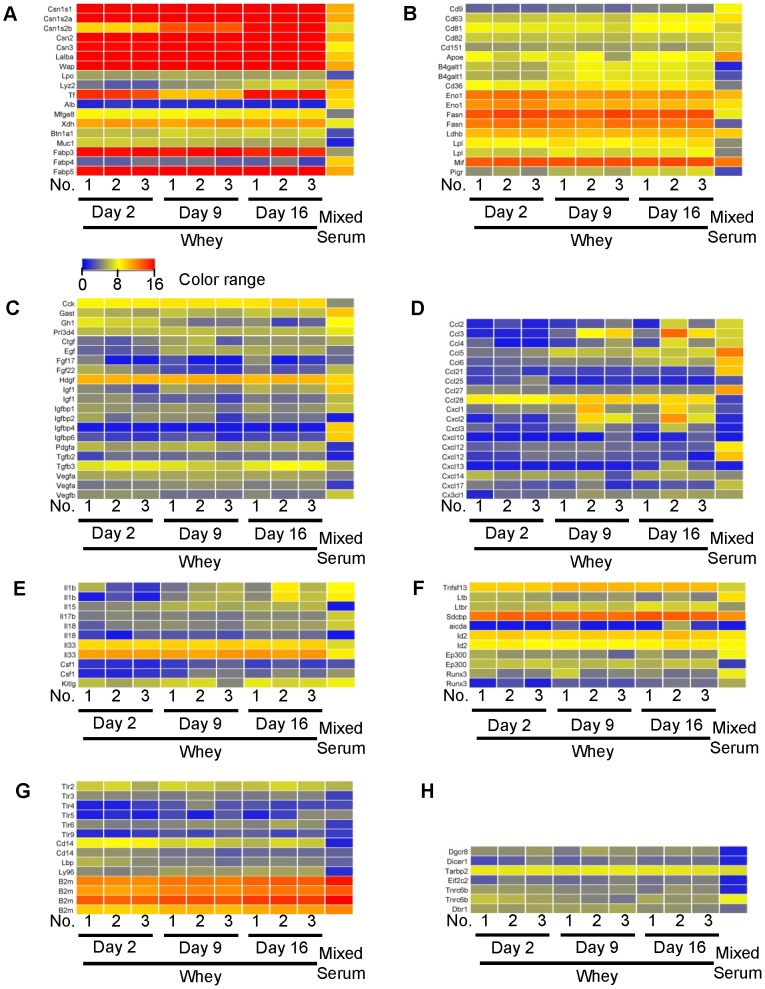
Heat maps of selected mRNA transcripts from microarray data (detected). (A) Milk protein transcripts. (B) Milk-derived exosome-related transcripts. (C) Hormone and growth factor transcripts (D) Chemokine transcripts. (E) Cytokine transcripts. (F) IgA induction-related transcripts (G) Pattern recognition receptor-related transcripts. (H) miRNA processing-related transcripts. Detailed signal intensities are shown in Table S6.

**Figure 8:**
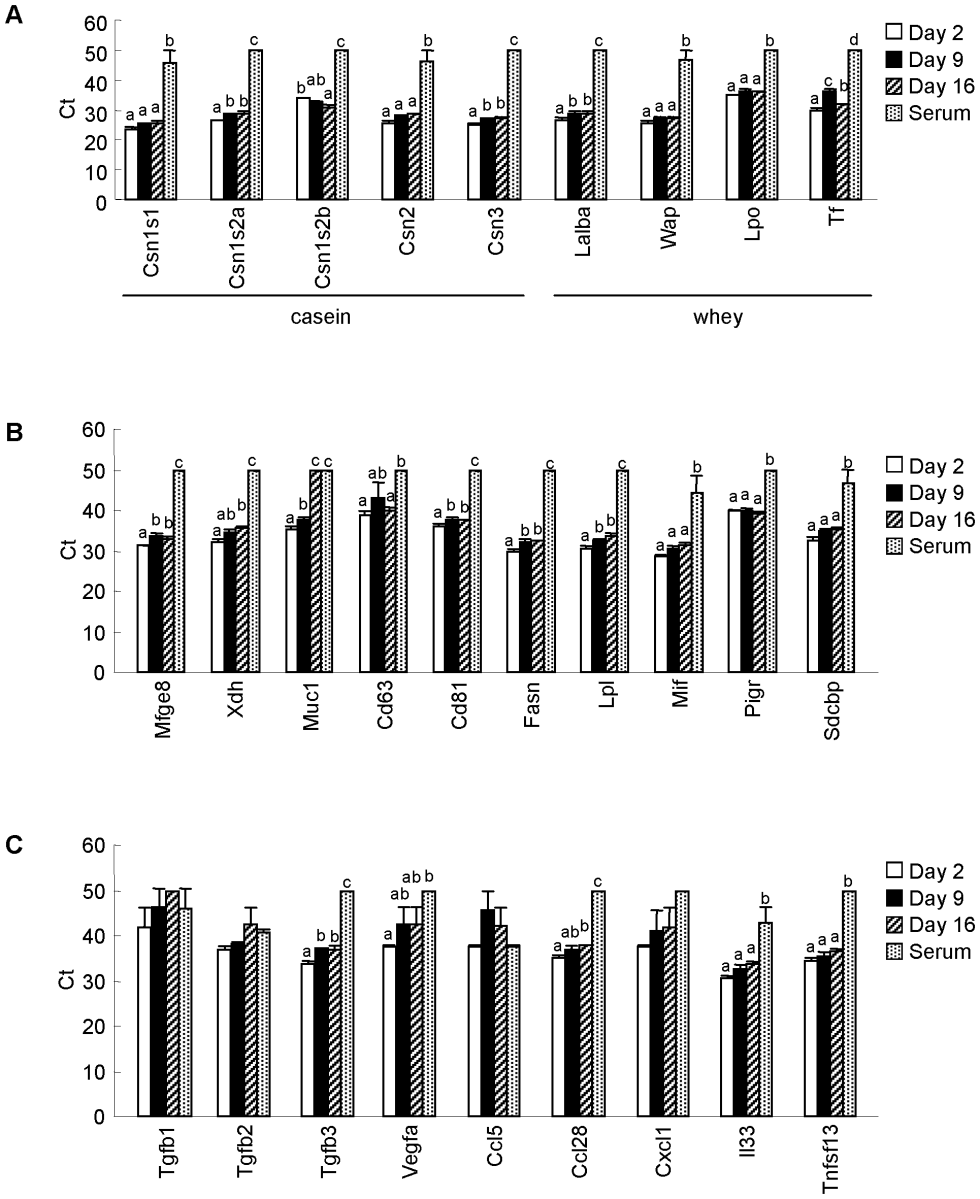
Quantitative PCR analysis of selected mRNAs in equal volumes of whey and serum. An aliquot of total RNA from 0.5-µL was used for each mRNA. Non-detected mRNAs were assigned a Ct value of 50. Values are the mean ± SEM (n = 3). Means without letters in common differ (*P*<0.05, Tukey-Kramer HSD test).

We detected 10,948 transcripts in rat milk whey. Maningat et al. [10] detected 14,070 transcripts in human milk fat globules. They listed milk protein genes (*CSN1S1*, *CSN2*, *CSN3*, *LALBA*, *XDH*, *MFGE8*, *MUC1*), milk-derived exosome-related protein genes (*FASN*, *CD81*, and *CD36*), and other genes (e.g., *TPT1*, *SPP1*, *CEL*, *GNB2L1*, *TMSB4X*, and so forth) among the most highly expressed genes in human milk fat globules. Among them, high expression of milk protein and milk-derived exosome-related transcripts are in accordance with our results, but the expression levels of other transcripts, such as *TPT1*, *SPP1*, *CEL*, *GNB2L1*, and *TMSB4X*, are not. These transcripts were absent or present at very low levels in our study. Wickramasinghe et al. [14] detected 19,094 transcripts in bovine milk somatic cells by next-generation sequencing. They listed milk protein genes (*CSN1S1*, *CSN1S2*, *CSN2*, *CSN3*, *LALBA*, and *LGB*) and other genes (e.g. *GLYCAM1* and *SPP1*) among those highly expressed in bovine milk somatic cells; however, they identified only the *APOE* gene among milk exosome-related protein genes. Some roles of mRNAs may be common to milk whey, milk fat globules, and milk cells, while others may be different or roles of milk mRNA might be different between species.

Many growth factors, hormones, and chemokines are present in milk [1]–[3]. Hence, we also measured the concentrations of these in whey and serum and compared them to the corresponding mRNA results. TGF-β_1_, IGF-I, adiponectin, and CCL5 concentrations were significantly higher in serum than in whey (Fig. 9A, C, D, G). In contrast, TGF-β_2_ and VEGF-α concentrations were significantly higher in whey than in serum (Fig. 9B, F). Comparing different whey samples, the TGF-β_2_ concentration was higher in colostrum whey than in mature milk whey (d 9 and d 16), while that of VEGF-α was higher in colostrum whey than in d 9 mature milk whey (Fig. 9B, F). These results show that levels of protein factors in whey are quite different from those in serum, and suggest that neonatal requirements for these proteins could differ according to developmental stage. The mRNA results (Fig. 8C) did not reflect these protein results. Interestingly, although some hormones were not detected or were detected at very low levels at the mRNA level, their protein levels were relatively high. Although adiponectin and insulin were considered “not detected” by the microarray (raw signal<20) and qPCR analyses, and IGF-I was detected at low levels using microarray (Fig. 7C), adiponectin protein was present at µg/mL levels and insulin and IGF-I at ng/mL levels in whey and serum (Fig. 9C–E). These biological factors have also been detected in whey from other species and have been reported to show biological activities in the neonatal intestine [1], . Our findings that mRNA expression level does not correlate with protein level in whey and serum shows that mRNAs in whey and serum are not only debris remaining after translation.

**Figure 9:**
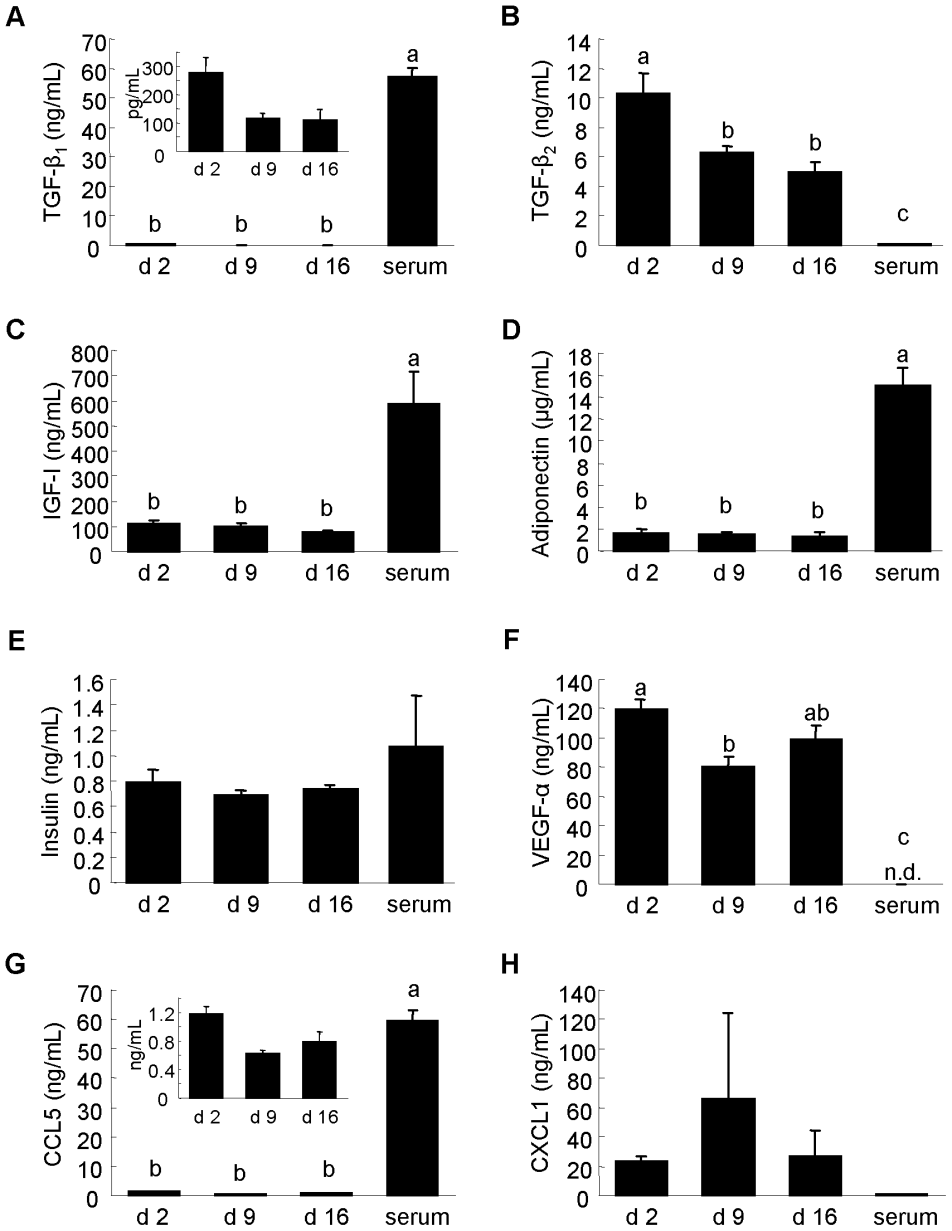
Growth factor, hormone and chemokine concentrations in whey and serum. (A) Transforming growth factor (TGF)-β_1_. (B) TGF-β_2_. (C) IGF-I. (D) Adiponectin. (E) Insulin. (F) VEGF-α. (G) CCL5. (H) CXCL1. (A-D) Measured using ELISA kits. (E-H) Measured using Milliplex panels. Values are the mean ± SEM (n = 3). Means without letters in common differ (*P*<0.05, Tukey-Kramer HSD test).

Recently, Wang et al. reported that food-derived and microbiota-derived miRNAs are present in human blood [56], and Gu et al. reported that the blood of piglets fed colostrum only contains higher levels of miRNAs present at high levels in colostrum than the blood of piglets fed mature milk only [8]. We previously reported that miRNA in milk and milk protein mRNA in milk are resistant to acidic conditions and to RNase [4]. According to these results, miRNAs and mRNAs in milk could function in the neonatal gastrointestinal tract. Many biological factors in milk have been described [1]–[3] and we confirmed the presence of some of them in this study. These biological factors have been reported to exert biological effects on the neonatal intestine [1], [54], [55]. For example, adiponectin may regulate some miRNAs *in vivo* [57]. Biological factors such as proteins, miRNAs, and mRNAs could be affected by each other.

In conclusion, we demonstrated that miRNAs are present in rat milk whey, as they are in milk whey in other mammalian species such as humans, cows, and pigs, and that mRNA are also present in rat milk whey. We also showed that the concentration of RNA in colostrum whey is much higher than that in mature milk whey. Moreover, our microarray and qPCR results showed that the expression levels of RNA in whey change during lactation. We further showed that mRNA expression levels in milk do not correlate with protein levels in whey. Over the past few years, circulating RNAs have received much attention. However, most studies of circulating RNAs have focused on their function as diagnostic biomarkers, rather than as biological factors [58]. In this study, we did not show that RNAs in whey could function *in vivo*. Therefore, further studies are clearly needed. However, before investigating the roles of milk RNAs, it is important to know the contents of functional RNAs. There have been reports that functional RNAs, especially circulating miRNAs, exist in different forms, for example packaged in exosomes [19], [43], [58], microvesicles [58], and HDL [59], and as complexes with RNA-binding proteins [60], and that RNAs can be transferred into cells. Moreover, there have been reported that milk fat fraction also contains RNA [10], [11], and pre-miRNA (60–80 nt) might be contained in milk whey according to our result (Fig. 1). How many forms of milk whey RNAs exist? What are the proportions of those forms in the distribution of RNA? Additionally, Munch et al. [11] very recently reported that levels of several miRNAs in the human milk lipid fraction were altered by the maternal diet. Our previous studies [6] showed clear individual specificities in human breast milk whey miRNA expression patterns. Which factors affect RNA expression patterns in milk? Many aspects of milk RNAs remain to be resolved. However, our results will aid future *in vivo* studies of milk RNAs using experimental animals such as rats.

## Supporting Information

Table S1 **Primers used for miRNA assays.**
(DOC)

Table S2 **TaqMan probes used for mRNA assays.**
(DOC)

Table S3 **Expressed miRNA species and their signal intensities.**
(XLS)

Table S4 **Expressed mRNA transcripts and their signal intensities.**
(XLS)

Table S5 **miRNA signal intensities in heat maps.**
(XLS)

Table S6 **mRNA transcript signal intensities in heat maps.**
(XLS)

# Supplementary material for: Time-Dependent Expression Profiles of microRNAs and mRNAs in Rat Milk Whey
**Source:** PLoS One. 2014 Feb 12;9(2):e88843. doi: 10.1371/journal.pone.0088843
**Supplement:** Table S1 — Primers used for miRNA assays.

**TABLE S1.** Primers used for miRNA assays.

|  | miRNA | Product no. |
| --- | --- | --- |
| 1 | let-7a | MS00005460 |
| 2 | let-7c | MS00005467 |
| 3 | let-7e | MS00012922 |
| 4 | let-7i | MS00000028 |
| 5 | miR-29a | MS00000168 |
| 6 | miR-29b | MS00005544 |
| 7 | miR-29c | MS00000175 |
| 8 | miR-143 | MS00000420 |
| 9 | miR-148b-3p | MS00000448 |
| 10 | miR-192 | MS00000539 |
| 11 | miR-15b | MS00013097 |
| 12 | miR-17-5p | MS00013118 |
| 13 | miR-21 | MS00013216 |
| 14 | miR-24 | MS00005537 |
| 15 | miR-27b | MS00000154 |
| 16 | miR-31 | MS00000203 |
| 17 | miR-92a | MS00005579 |
| 18 | miR-106b | MS00000301 |
| 19 | miR-125b-5p | MS00005600 |
| 20 | miR-146a | MS00000441 |
| 21 | miR-146b | MS00013062 |
| 22 | miR-150 | MS00000455 |
| 23 | miR-181a | MS00013125 |
| 24 | miR-181b | MS00005677 |
| 25 | miR-181c | MS00013132 |
| 26 | miR-181d | MS00013139 |
| 27 | miR-200c | MS00000595 |
| 28 | miR-223 | MS00033320 |
| 29 | miR-375 | MS00033516 |
| 30 | miR-103 | MS00005586 |
| 31 | miR-107 | MS00033173 |
| 32 | miR-141 | MS00000413 |
| 33 | miR-320 | MS00013433 |
| 34 | miR-370 | MS00037457 |
| 35 | miR-494 | MS00028952 |
| 36 | miR-122 | MS00000315 |
| 37 | miR-451 | MS00001113 |

# Supplementary material for: Time-Dependent Expression Profiles of microRNAs and mRNAs in Rat Milk Whey
**Source:** PLoS One. 2014 Feb 12;9(2):e88843. doi: 10.1371/journal.pone.0088843
**Supplement:** Table S2 — TaqMan probes used for mRNA assays.

**TABLE S2.** TaqMan probes used for the mRNA assays

|  | mRNA | Product no. |
| --- | --- | --- |
| 1 | Csn1s1 | Rn01524597_m1 |
| 2 | Csn1s2a | Rn01524579_m1 |
| 3 | Csn1s2b | Rn00597435_m1 |
| 4 | Csn2 | Rn01524626_m1 |
| 5 | Csn3 | Rn00580733_m1 |
| 6 | Lalba | Rn01532920_m1 |
| 7 | Wap | Rn01461679_m1 |
| 8 | Lpo | Rn01751775_m1 |
| 9 | Tf | Rn01445482_m1 |
| 10 | Mfge8 | Rn00563082_m1 |
| 11 | Xdh | Rn00567654_m1 |
| 12 | Muc1 | Rn01462585_m1 |
| 13 | Cd63 | Rn00567481_m1 |
| 14 | Cd81 | Rn00565272_m1 |
| 15 | Fasn | Rn00569117_m1 |
| 16 | Lpl | Rn00561482_m1 |
| 17 | Mif | Rn00821234_g1 |
| 18 | Pigr | Rn00562362_m1 |
| 19 | Sdcbp | Rn01220868_m1 |
| 20 | Tgfb1 | Rn00572010_m1 |
| 21 | Tgfb2 | Rn00676060_m1 |
| 22 | Tgfb3 | Rn00565937_m1 |
| 23 | Vegfa | Rn00582935_m1 |
| 24 | Ccl5 | Rn00579590_m1 |
| 25 | Ccl28 | Rn00586715_m1 |
| 26 | Cxcl1 | Rn00578225_m1 |
| 27 | Il33 | Rn01759837_m1 |
| 28 | Tnfsf13 | Rn01467490_g1 |
| 29 | Acdc | Rn00595250_m1 |
| 30 | Insulin 1 | Rn02121433_g1 |
| 31 | Tnfrsf11b | Rn00563499_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

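Total RNA of whey from 3 rats, taken 2, 9 and 16 days postpartum, and of their serum on day 21 was measured on 12 rat miRNA arrays of 388 miRNAs, with 70 ng of RNA on each. The authors labelled the RNA with 1 dye, scanned the arrays and extracted them with Agilent Feature Extraction 9.5.3.1, whose deposited intensity per spot and total intensity per miRNA are background-subtracted and not normalized between arrays. The deposited series value table holds the processed intensity of each spot without normalization: all 8475 spots were within 1% of the scanner values on each array. The authors also quantile normalized the signals in GeneSpring GX. The deposited log2 table of these signals has 12 columns without sample names and was not used here. The log2 values and present calls of Table S3, whose columns name group and replicate, were used only as an alternative chosen after seeing the data.

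From the total signal per miRNA, values were quantile normalized over the 12 arrays, set to at least 1 and converted to log2. A miRNA was counted as detected in a group when the scanner software called it on at least 1 of 3 arrays, as in the paper. These calls equal those of Table S3 for all 2256 values of the 188 tested miRNAs. The R2 values that Fig. 3A prints match those given here to 2 digits. limma 3.58.1 in R 4.3.3 fitted 4 group means to the 188 miRNAs detected on at least 1 array, with all arrays sharing 1 estimate of the spread. The comparisons were day 9 against day 2, day 16 against day 2, day 16 against day 9, both mature milk days against day 2, serum against day 16 whey, and serum against the mean of the whey days. A miRNA passed at a Benjamini-Hochberg adjusted p under 0.05. All tests were two-sided. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

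Total signal per array was 22491 to 26246 in day 2 whey, 70752 to 106976 in day 9 whey, 76845 to 120359 in day 16 whey and 90002 to 161389 in serum. The fit was tested on simulated normal values with the day 2 means and the spreads that limma estimated. Changes of 2-fold, 4-fold and 16-fold were recovered in 69.5%, 92.8% and 99.2% of cases, and 3.59% of calls were false. The simulation had no floor, no normalization between arrays and no pairing by rat, so these rates need not hold for the real arrays. No 2 arrays among the 66 pairs were identical.

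Replicate numbers mark the rats, by the sample labels, and so pair the samples. Deviations from the group means of the same rat in different groups had correlations across miRNAs of -0.386 to 0.420 (median 0.0392, 18 pairs), against a median of 0.0491 for different rats (36 pairs). The rat was used as a block in an alternative fit.

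The rule for naming took in, for each comparison, the 10 largest changes among passing miRNAs. These had to be detected on all 3 arrays of a compared group, with 1 direction in every rat. The rule also took in up to 4 examples per list and the miRNAs the paper names. In all, 103 miRNAs met the rule, and the text does not give all of their changes. The rule was written before the arrays were read, but the values in Tables S3 and S5 had been seen. There were 23 lists: the 4 of Table S5, which the authors picked from a database and earlier studies, and textbook families, clusters and cell markers. These are the let-7, miR-200, miR-29, miR-30, miR-181 and miR-34 with miR-449 families, the miR-183, miR-17-92, miR-23/27/24, miR-290 and Dlk1-Dio3 clusters, miR-99/100 with miR-125, and erythroid, myeloid, lymphocyte, endothelial and platelet, muscle, liver and gut, and mesenchymal markers. Probe coordinates are those of rn4 in the scanner files, where 28 miRNAs have more than 1 place and 8 have none.

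The alternatives set before the arrays were read, but after the values of Table S3 had been seen, were scaling to the 75th percentile, no normalization, a floor before normalization, a floor of 5, normexp background correction with an offset of 50, other filters on dim miRNAs, the rat or slide as a block, an intensity trend, the Tukey-Kramer test of the methods, only the compared arrays in the fit, other detection rules and leaving out each array. The RNA concentrations, the mRNA arrays, the qPCR measurements and the pathway analysis of the paper were not analysed here.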

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

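The tests of serum RNA and of myeloid cell RNA were chosen only after the result was seen. Over the 6 arrays of mature milk whey, 66 named miRNAs were examined for a single array far from the others, by its gap to the nearest array as a share of the whole range. Chance alone gives such an array for about 1 in 20 miRNAs, and 5 had one. Day 9 whey of rat 3 was low for miR-125b-5p (5.46, gap ratio 0.780, the others 6.88 to 7.28) and miR-143 (9.25, 0.711, the others 11.17 to 11.94), and high for miR-181a (8.08, 0.692, the others 7.28 to 7.52). That array was also the only whey array to detect miR-10a-5p, miR-10b and miR-451. Day 9 whey of rat 2 was low for miR-352 (4.37, 0.734, the others 4.88 to 5.06). Day 16 whey of rat 2 was high for miR-223 (8.60, 0.632, the others 5.40 to 6.58).

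For miR-223, serum RNA in that sample was argued against, since 4 of 4 serum-rich miRNAs lay less than 0.5 above the other day 16 arrays: miR-451 (-0.91), miR-122 (0.22), miR-150 (0.40) and miR-126, at 0 on that array. Myeloid cell RNA in that sample may be a source and stays open: miR-142-3p (4.02, the others at most 3.67) and miR-142-5p (2.86) were both highest there among the 6 arrays, 2 of 2, but miR-142-5p was detected on none of them. The centrifugation and filtration in the paper's methods remove cells and their debris, and the paper proposes that whey RNA does not come from milk cells. miR-146a was also higher by 1.24 in that sample than on the other day 16 arrays. The design names no condition that sets 1 rat apart, so no biological explanation other than these sources of RNA was tested.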

How the results depend on the processing

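Of the alternatives, the values from Table S3 were chosen after seeing the data. The deposited normalized table was not run, because its columns name no sample. The slide as a block was run only for comparisons within a slide, on the arrays of that slide and without a slide term. These fits were the same as those with only the compared arrays, and are counted under both settings. Apart from leave-one-out, 6404 values of named miRNAs kept their side of the threshold, 189 became stronger, 222 weaker, and 72 reversed. A change of sign was counted as reversed only if the main or the alternative fit passed. Any values that changed sign without passing in either fit are among the 6404. The 72 include values of let-7c and miR-29a for day 16 against day 9, where the main difference was next to none. Under leave-one-out, by the same rule, 5868 kept their side of the threshold, 55 became stronger, 142 weaker, and 0 reversed. Counts of changed miRNAs over all tested stayed within 1.5 times in 76 cases and detection counts in all 18. Counts for lists stayed within 1.5 times in 1783 cases and moved in 185, and their detected members in 58 and 11. The counts of changed miRNAs add higher and lower ones, so a shift from one direction to the other does not show in them. Counts of 0 under both settings were taken as unchanged.

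The comparison of day 16 with day 9 depended on the setting. Against 14 changed miRNAs, limma gave 27 under scaling to the 75th percentile over all miRNAs, 0 without normalization (19 unadjusted), 22 with a floor of 5 and 22 with normexp, and 1 changed with the Tukey-Kramer test after adjustment (22 unadjusted). Over all lists, 11 changed, against 22, 0 and 1 under the first, the second and the last of these. The cause was not tested.

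R2 moved by more than the spread of array pairs under these settings. With a floor of 5, serum gave 0.479 with day 2, 0.497 with day 9, 0.466 with day 16 and 0.497 with the mean of whey. With normexp, these were 0.367, 0.391, 0.358 and 0.382, and days 16 and 2 gave 0.887. Over detected miRNAs alone, where joint zeros are left out, serum gave 0.264 with day 2, 0.254 with day 9, 0.219 with day 16 and 0.261 with the mean, and days 9, 16 gave 0.760 and 0.755 with day 2, and 0.965 with each other. Table S3 over its miRNAs gave 0.267, 0.259, 0.224 and 0.265 for serum, and 0.765 and 0.760 for days 9 and 16 with day 2. Serum with day 2 was 0.590 under scaling over miRNAs detected on all arrays, and serum with day 16 was 0.582 without normalization.

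Reversed log2 fold changes under scaling over all miRNAs: let-7c on day 9 (0.81), day 16 (1.16) and both days (0.98) against day 2 and on day 16 against day 9 (0.35), and miR-29a there (0.53). Under scaling over miRNAs detected on all arrays: let-7c (0.60, 0.87 and 0.74 against day 2) and miR-29a (0.46); in serum against whey let-7i (0.28), miR-29b (0.61), miR-30a (0.30), miR-30c (0.0048), miR-30e (0.39) and miR-320 (0.52); in serum against day 16 miR-30a (0.11), miR-30c (0.17), miR-30e (0.13) and miR-320 (0.46). With normexp: let-7c on day 16 (0.34) and both days (0.24). With Table S3: let-7c, 0.51 in each of the 3 comparisons with day 2. The main values of let-7c against day 2 were -0.23. Between days 16 and 9, let-7c and miR-29a had next to no main difference, so no clear direction was turned there.

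Reversed without normalization: day 9 against day 2, let-7c (1.80), miR-181c (0.21), miR-183 (0.78), miR-23a (1.05), miR-27a (0.12), miR-30d (0.51) and miR-30e (0.66). Day 16 against day 2, let-7c (2.22), miR-106b (0.60), miR-125b-5p (1.23), miR-143 (1.81), miR-17-5p (0.22), miR-183 (0.75), miR-19b (0.077), miR-20a (0.65), miR-27a (0.83), miR-27b (1.20), miR-30d (0.61) and miR-92a (0.62). Both mature milk days against day 2, let-7c (2.01), miR-106b (0.75), miR-143 (1.47), miR-148b-3p (0.44), miR-17-5p (0.51), miR-181c (0.094), miR-181d (0.033), miR-183 (0.76), miR-23a (1.08), miR-27a (0.48), miR-27b (1.14), miR-30d (0.56), miR-30e (1.05) and miR-92a (1.10). Serum against whey, let-7i (1.18), miR-125b-5p (0.69), miR-148b-3p (0.40), miR-21 (0.12), miR-29b (1.51), miR-30a (1.20), miR-30b-5p (0.57), miR-30c (0.90), miR-30e (1.29) and miR-320 (1.42). Serum against day 16, let-7i (0.36), miR-30a (0.52), miR-30c (0.58), miR-30e (0.54) and miR-320 (0.86). Without normalization the median of all tested miRNAs moved upward in each of these comparisons. The cause of the reversals was not tested.

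Leave-one-out ranges were 73 to 87 changed miRNAs for day 9 against day 2, 91 to 100 for day 16 against day 2, 8 to 20 for day 16 against day 9 (8 without day 9 replicate 1), 87 to 100 for both mature milk days, 138 to 142 for serum against day 16 and 145 to 151 for serum against whey. Over all lists they were 44 to 53, 58 to 65, 7 to 16 (7 without day 9 replicate 1), 54 to 64, 94 to 97 and 95 to 99. R2 ranged from 0.856 to 0.878 for days 9 and 2, 0.850 to 0.869 for days 16 and 2, 0.970 to 0.98 for days 16 and 9, 0.570 to 0.585, 0.583 to 0.598 and 0.558 to 0.574 for serum with days 2, 9 and 16, and 0.590 to 0.604 for serum and whey.

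With the replicate block by rat, 85, 101, 16, 95, 151 and 141 miRNAs changed for days 9 and 16 against day 2, day 16 against day 9, both days, serum against whey and serum against day 16. Of named miRNAs, the adjusted p under the replicate block rose above 0.05 for miR-15b on day 9 (0.037 to 0.070) and both days (0.036 to 0.068), miR-214 (0.041 to 0.055) and miR-363 (0.041 to 0.074) on day 9, and miR-30b-5p on both days (0.034 to 0.051). It fell below 0.05 for miR-122 (0.073 to 0.020) and miR-292-5p (0.059 to 0.049) on day 9, miR-34b on both days (0.051 to 0.045), let-7a (0.092 to 0.019) and miR-320 (0.088 to 0.014) on day 16 against day 9, and miR-320 in serum against day 16 (0.096 to 0.0070) and whey (0.13 to 0.013). It changed no other call of a named miRNA. Signal over background limits the folds of dim miRNAs, with mean background limits (log2) of 5.37 in day 2 whey, 4.46 in day 9 whey, 4.36 in day 16 whey and 3.36 in serum.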

Other observations

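The tests of slide, of miR-1224, of quantile normalization, of scaling and of other splits were chosen only after the result was seen. Near miR-212 (chromosome 10, probe at 62480514 to 62480526) lies miR-132 (62480792 to 62480806), picked after its values were seen. miR-212 was detected on 8 of 9 whey arrays and miR-132 on 0 of 9, while both were detected on 3 of 3 serum arrays. On chromosome 1, miR-99b* and let-7e rose after day 2, miR-125a-3p fell, and miR-125a-5p, from the same precursor, did not pass (5.60 ± 0.18 on day 2 and 5.78 ± 0.44 on day 9; log2 fold change 0.17, SE 0.23, adjusted p = 0.63). miR-290 and miR-294 of 1 cluster moved in opposite directions after day 2, and in serum miR-294 was not detected while miR-290 had 5.15.

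The paper states, from qPCR on equal volumes, that 18 miRNAs were higher in colostrum whey. On the arrays, with equal masses of RNA and thus on another scale, 6 of these 18 were lower in mature milk whey than on day 2 (miR-148b-3p, miR-17-5p, miR-106b, miR-181c, miR-181d and miR-370), 3 were higher (let-7i, miR-107, and miR-15b, which did not pass under the replicate block) and 9 did not pass. For miR-181d both means were below the background limits. All 6 but miR-370 turned higher, without passing, in the absence of normalization. Of 9 miRNAs that the paper states did not change, 6 rose (miR-29a, miR-29c, miR-192, miR-21, miR-146a and miR-320) and 3 did not pass. The mean of miR-192 in mature milk whey (4.62) lay below the day 2 background limit (5.37), so no least fold can be given. let-7c, 1 of the 3, was higher and passed under both 75th percentile scalings, with normexp, without normalization and with the values of Table S3. All 5 miRNAs that the paper states were higher in serum by qPCR (miR-192, miR-150, miR-223, miR-451 and miR-122) were higher in serum than in day 16 whey. The paper states that by qPCR no other measured miRNA was higher in serum. On the arrays, 68 of all tested miRNAs were higher in serum than in day 16 whey and 73 lower. miR-92a and miR-17-5p, which qPCR also measured, were among the higher. They are examples: how many of the miRNAs measured by qPCR were higher in serum on the arrays was not counted.

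Total signal on the arrays of day 2 was lower than on those of day 9, with means of 24447 and 89302. The slide was argued against, since both days shared it and the ratio was 3.65 within it. Signal of miR-1224 alone was argued against by a ratio of 2.93 without it. Brightness of hybridization or scanning stays open: bright corner spots had a ratio of 0.503, under the limit set in advance for excluding it, but by a rule added after these values were seen they decide nothing, since on 1 slide they differed between samples (serum over day 16, 8.07). A smaller share of miRNA in the RNA of day 2 whey was not tested here. The paper states that the ratio of miRNA to small RNA was higher in colostrum whey (Fig. 2B). That ratio is to small RNA and not to the total RNA put on the arrays, so it does not decide this.

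Of the 39 miRNAs higher in day 2 whey than in mature milk whey, 38 and 35 stayed higher under the 75th percentile scalings and 35 under both, which argues against quantile normalization of dimmer arrays as the whole cause. Scaling of dimmer arrays as such stays open: 15 stayed higher without normalization, but leaving it out moves the median of all tested miRNAs and so decides nothing. Transcription of the Dlk1-Dio3 cluster as the whole cause was argued against, since 5 of the 39 lie in it. A bias of G-rich miRNAs stays open: their mean share of G was higher by 0.876 percentage points (95% interval -3.60 to 5.72, permutation p = 0.678, two-sided). A biological difference between colostrum and mature milk stays open, and 10 of the 39 were detected on no array of mature milk whey.

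Other splits of the same arrays were compared with the real groups. Each choice of 3 arrays was counted once, with the other arrays regrouped at random. This counting replaced, after its values were seen, one in which regroupings of the other arrays counted as splits. For both mature milk days against day 2, 1 of 84 splits, the real one, gave 98 changed miRNAs, and the highest other gave 52. For serum against whey, 100 of the 220 choices were used, the real one and others drawn at random, of which 1 gave 149 and the highest other 77. With the real 3 arrays kept, regroupings of the other arrays gave 87 to 91 for both mature milk days and 116 to 149 for serum. These splits exchanged arrays across rats. Arrays were then exchanged within rats, with the highest count taken over all groupings of the other arrays. For both mature milk days, 1 of 27 splits gave 98 (highest other 81, day 16 whey as the group of 3). For serum, 1 of 64 gave 149 (highest other 126, day 2 whey as the group of 3). Both shares are under 0.05 but are not adjusted for the number of comparisons, so chance is unlikely and not excluded. Splits within rats whose 3 arrays mix groups gave at most 58 and 116. For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05: the real groups gave 85 (day 9 against day 2), 104 (day 16 against day 2), 14 (day 16 against day 9) and 141 (serum against day 16), and the highest other split gave 0 in each.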
